# The Transcriptional Response of *Caenorhabditis elegans* to Ivermectin Exposure Identifies Novel Genes Involved in the Response to Reduced Food Intake

**DOI:** 10.1371/journal.pone.0031367

**Published:** 2012-02-14

**Authors:** Steven T. Laing, Al Ivens, Victoria Butler, Sai P. Ravikumar, Roz Laing, Debra J. Woods, John S. Gilleard

## Abstract

We have examined the transcriptional response of *Caenorhabditis elegans* following exposure to the anthelmintic drug ivermectin (IVM) using whole genome microarrays and real-time QPCR. Our original aim was to identify candidate molecules involved in IVM metabolism and/or excretion. For this reason the IVM tolerant strain, DA1316, was used to minimise transcriptomic changes related to the phenotype of drug exposure. However, unlike equivalent work with benzimidazole drugs, very few of the induced genes were members of xenobiotic metabolising enzyme families. Instead, the transcriptional response was dominated by genes associated with fat mobilization and fatty acid metabolism including catalase, esterase, and fatty acid CoA synthetase genes. This is consistent with the reduction in pharyngeal pumping, and consequential reduction in food intake, upon exposure of DA1316 worms to IVM. Genes with the highest fold change in response to IVM exposure, *cyp-37B1*, *mtl-1* and *scl-2*, were comparably up-regulated in response to short–term food withdrawal (4 hr) independent of IVM exposure, and GFP reporter constructs confirm their expression in tissues associated with fat storage (intestine and hypodermis). These experiments have serendipitously identified novel genes involved in an early response of *C. elegans* to reduced food intake and may provide insight into similar processes in higher organisms.

## Introduction

The macrocyclic lactone ivermectin (IVM) is one of the most important drugs used for the control of animal and human parasites [1], [2]. It has been the mainstay of livestock parasite control since the early 1980s, but intensive use has led to the widespread development of drug resistance [2]–[5]. Over the last decade IVM has been increasingly used in community-wide treatment programs, aimed at the eradication of a number of human filarial parasite species. Resistance appears now to be emerging as a consequence of this intensive drug selection pressure [6]–[8]. In order to maintain IVM efficacy in regions where resistance has not arisen, and to aid in the development of novel synergists, it is essential that the mechanism of action of the drug and the molecular mechanisms employed by parasites that result in resistance are elucidated.

Genetic, molecular and electrophysiological studies on the free-living nematode *Caenorhabditis elegans* have been central to identifying the major direct molecular targets of IVM [9]–[13]. It acts by irreversibly binding to, and activating, ligand-gated ion channels, particularly glutamate-gated chloride channels (GluCls), resulting in paralysis of the body wall and pharyngeal muscles [14]–[16]. This in turn leads to generalized paralysis and decreased feeding. A number of comparative studies suggest that IVM acts in a similar way in parasitic nematodes [15]–[17].

The ultimate effect of a drug on an organism is a balance between the immediate effects of drug-receptor interaction; secondary and compensatory responses to these interactions (pharmacodynamics); and the effect of the organism on the drug (pharmacokinetics). As discussed above, the immediate effect of IVM-receptor interaction has been studied intensively, and is known to cause pharyngeal and body wall paralysis. However, the biological response of the nematode to this phenotype, and potential compensatory mechanisms induced following drug exposure, have received little attention. We have previously shown that exposure of *C. elegans* to the benzimidazole drug albendazole induces an array of xenobiotic metabolizing enzymes [18]. The transcriptomic response of nematodes to IVM exposure, a highly lipophilic drug that undergoes minimal metabolism in mammals, has not previously been described [19].

Wild-type *C. elegans* exposed to even low doses of ivermectin are rapidly paralysed leading to death. In order to minimise non-specific, stress-related changes in the transcriptome following drug exposure, we made use of the strain DA1316, which has a null mutation in three subunits of the glutamate-gated chloride channel target of IVM. Although this strain is largely resistant to the paralytic effects of IVM on the body wall, we found that following four hours exposure to high doses of the drug there is a significant decrease in pharyngeal function. As a result many of the differences in gene expression noted between the IVM exposed and unexposed groups are due to chemically induced reduced food intake of the exposed nematodes.

As well as being accepted as a model for many features of parasitic nematode biology, *C. elegans* is increasingly used as a model for the basic biology of satiety and obesity [20], [21]. There have been many studies investigating the transcriptomic response of *C. elegans* to starvation, in particular that of the long-lived, anorexic dauer stage [22], [23]. However, thus far investigation of short-term food deprivation has been limited to real-time PCR based studies of genes expected to be involved in this response [24]. To the authors' knowledge this is the first unbiased, whole-genome investigation of the immediate effects of food deprivation in *C. elegans* and in any whole organism.

## Materials and Methods

### *C. elegans* strains and maintenance

Strain DA1316 (*avr-14(ad1302*); *avr-15(vu227)*; *glc-1(pk54)*) was used in all experiments. This strain is a triple mutant of the glutamate-gated chloride channel subunits *avr-14, avr-15* and *glc-1*, conferring high-level resistance to IVM (*pers. Comm.*, Dr. J. Dent). The wild-type strain used in pharyngeal pumping assays was the Bristol N2 strain. Both strains were gifts from the Caenorhabditis Genetics Center (CGC).

### Synchronisation of cultures

Embryos were isolated by hypochlorite treatment of gravid adults [25]. The embryos were transferred to a 5 cm diameter Petri dish in 6 ml of S-buffer (129 ml/L 0.05 M K_2_HPO_4_, 871 ml/L 0.05 M KH_2_PO_4_, 0.1 M NaCl; pH 6.0), and maintained at 20°C overnight. The concentration of L1 larvae was calculated the following day and experimental cultures initiated immediately.

### Pharyngeal pumping assay

IVM (Sigma, Gillingham, Dorset, UK) plates were prepared to final concentrations of 0, 1, 10, 100 and 1000 ng/ml (0, 1.1 nM, 11.4 nM, 0.1 µM, 1.1 µM) IVM. Dimethyl sulphoxide (DMSO) was used to dissolve the IVM and was present in all plates at a final concentration of 0.01% v/v. Synchronised N2 and DA1316 L1 larvae were allowed to grow on standard nematode growth medium (NGM) plates at 20°C for 53 hr. The L4/young adults were then picked on to drug plates and allowed to remain at 20°C for a further 4 hr. The number of pharyngeal pumps was counted over a period of 1 min for five worms of each strain at each concentration of drug.

### Anthelmintic exposures

Ten thousand DA1316 L1 larvae per experimental condition were grown for 53 hr at 20°C on standard NGM plates with OP50 bacterial lawns. The nematodes were assessed for comparable staging between groups then washed from the plates with M9 buffer into a 50 ml falcon tube and washed twice in M9 buffer. The suspension of worms was split equally between control plates (DMSO 0.001% and 0.01% v/v for 100 ng/ml (0.1 µM) and 1 µg/ml (1.1 µM) IVM experiments respectively) and plates containing 100 ng/ml (0.1 µM) or 1 µg/ml (1.1 µM) IVM (Sigma, Gillingham, Dorset, UK) at a density of 500–600 worms per 5 cm diameter plate. Drug and control plates were made and seeded with 100 µl OP50 suspension 16–24 hr prior to the introduction of the larvae. After 4 hr exposure the nematodes were washed from the drug plates with M9 buffer, washed twice in M9 and the pellet of worms snap frozen and stored in liquid nitrogen until RNA extraction.

### Real-time QPCR biological replicates

Separate biological replicates were carried out for analysis by real-time QPCR (RTPCR) in an identical manner to the microarray experiments except for the use of a commercial preparation of IVM (Virbamec 5 mg/ml IVM, Virbac, Bury St. Edmunds, Suffolk, UK). In order to compare the transcriptomic response to IVM exposure and short-term food deprivation, nematodes were first grown as per the acute drug exposure protocol and then transferred either to plates containing IVM, control plates or control plates with no OP50 food source for 4 hr before harvesting. Investigation of gene up-regulation following exposure to a gradient of IVM concentrations was undertaken. Five matched cultures of *C. elegans* were grown in standard liquid culture medium for 70 hr at 20°C, 200 rpm. Cultures were exposed to 0, 1, 10, 100, 1000 ng/ml (0, 1.1 nM, 11.4 nM, 0.1 µM, 1.1 µM) IVM for 4 hr, harvested by sucrose flotation and snap frozen in liquid nitrogen [26].

### RNA methods

RNA extractions were carried out using Trizol Reagent (Invitrogen, Paisley, UK), according to the manufacturer's instructions. Harvested *C. elegans* were homogenised in four volumes Trizol reagent, subject to two chloroform extractions and precipitated in isopropanol. The RNA was then treated with RNase-free DNase I (Qiagen, Crawley, West Sussex, UK) in solution before purification and concentration using RNeasy columns (Qiagen, Crawley, West Sussex, UK). Quality and concentration of RNA was assessed using an Agilent Bioanalyser 2100. Total RNA destined for microarray analysis was re-precipitated in ethanol. RNA for real-time QPCR analysis was reverse transcribed using a cloned AMV first strand synthesis kit (Invitrogen, Paisley, UK) and random hexamer primers. 5 µg total RNA for each sample was used as template and an identical reaction lacking reverse transcriptase enzyme was carried out simultaneously as a negative control. cDNA was purified using PCR purification columns (Qiagen, Crawley, West Sussex, UK), resuspended in 30 µl TE buffer and stored at −80°C until use.

### Microarray hybridisation and analysis

Sample labelling and hybridisation to *C. elegans* whole genome Genechips (Affymetrix, High Wycombe, UK) were performed using standard Affymetrix protocols (http://media.affymetrix.com/support/downloads/manuals/expression_analysis_technical_manual.pdf). These chips contain oligonucleotide probesets designed to assess over 22500 transcripts from the *C. elegans* genome. An updated annotation dataset was assembled for the *C. elegans* probesets present on the Genechip. Data were sourced from WormBase (Sept. 2008). Scanned array images (CEL files) were quality control assessed using the arrayQualityMetrics Bioconductor package (www.bioconductor.org) in the R environment (www.r-project.org). Arrays identified as possible outliers were removed from subsequent analyses. Linear model fitting of the array data was undertaken, taking into account biological replicates using the limma (Linear Models for Microarray Data) Bioconductor package (www.bioconductor.org/packages/bioc/html/limma.html). The Rank Products algorithm was used to assess differential expression of genes between test and control groups and to assign significance to these changes [27]. Assignment of significance was carried out using a False Discovery Rate (FDR) cut-off of 5–10%.

### Gene Ontology analysis

DAVID software (the Database for Annotation, Visualisation and Integrated Discovery) from the National Institutes of Health was used to assess the functional annotation and clustering of the differentially expressed genes [28], [29]. Input into the program consisted of probesets shown to be significantly altered in expression using the Rank Products algorithm, with a false discovery rate (FDR) of less than 10%. Prevalence of annotation terms within the list of differentially expressed genes was compared to the prevalence in the whole *C. elegans* genome. Fold enrichment was calculated and a modified Fishers exact test (EASE score) used to assign significance. Gene functional classification clustering was carried out using medium stringency (DAVID).

### Real-time Quantitative PCR

Relative quantitation of genes of interest was assessed using Brilliant SYBR Green QPCR master mix (Agilent [Stratagene], Stockport, Cheshire, UK) and a Stratagene Mx 300P QPCR system with Stratagene MxPro software. *ama-1*, encoding a subunit of RNA polymerase II, was used as a normalising gene. This constitutively expressed gene showed no significant changes on microarray analysis and has been extensively used as a normalising gene in differential expression studies in *C. elegans* [30]. 

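*ama-1* had a log2 value of 7.39 ± 0.17 (SD, n = 5 arrays) in the controls of the 1 µg/ml experiment and of 7.25 ± 0.18 (SD, n = 5 arrays) after 4 hr with IVM. The log2 fold change within pairs was -0.15 (SE 0.10, adjusted p = 0.58) from limma, with *ama-1* lower in 4 of 5 pairs. In the 100 ng/ml experiment, *ama-1* had a log2 fold change of 0.07 (SE 0.09) over replicates 1 to 4 and of -0.01 (SE 0.10) over all 5 pairs, where the pair of replicate 5 had -0.34. The adjusted p over the 5 pairs was 0.995.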

Gene specific primers were designed to produce a product between 160 and 200 bp in length. The sequences of these primers can be found in **Table S1**. The final concentration of primers was between 300 nM and 400 nM in a total reaction volume of 25 µl.

### Expression pattern analysis

GFP reporter constructs for *mtl-1, scl-2*, C23G10.11, *cyp-37B1*, and *ilys-3* were created using a PCR fusion protocol [31]. The putative promoter region, 3 Kb upstream from the ATG start site of the gene of interest, was fused to the *gfp* gene, including synthetic introns and *unc-54* 3′ UTR, from Fire vector pPD95.67 [32]. The plasmid used contained a *gfp* gene with a nuclear localisation signal. Primer sequences can be found in **Table S1**. Transgenic lines were created using the method of Mello *et al.*, with the plasmid pRF-4 as a co-transformation marker to identify transgenic worms [33]. Expression patterns were visualised using a Zeiss, Axioscop 2 plus microscope. Images were collected and processed using Improvision Openlab software (www.improvision.com).

## Results

### Pharyngeal pumping rate of DA1316 is reduced following exposure to IVM

Strain DA1316 is highly resistant to the effects of IVM on motility. Although wild-type worms (N2) exposed to 100 ng/ml (0.1 µM) IVM for as little as one hour exhibited a dramatic paralysis phenotype, exposure of strain DA1316 to the same concentration of drug for up to 6 hr had no visible effect on motility, as has been previously described (data not shown). In contrast, although the strain is resistant to the effects of IVM on the pharynx relative to wild type worms, we found that four hours exposure of DA1316 to IVM results in a significant decrease in pharyngeal activity (**Figure 1**). The number of pharyngeal pumps per minute is reduced by 50% following exposure to 100 ng/ml (0.1 µM) IVM. The drug is thought to elicit its effect on the pharynx via the AVR-15 subunit in pharyngeal GluCls [9], [12]. However, *avr-15* (*vu227*), presumed to be a null mutation of *avr-15*, does not appear to confer complete resistance to the effect of IVM on the *C. elegans* pharynx.

**Figure 1:**
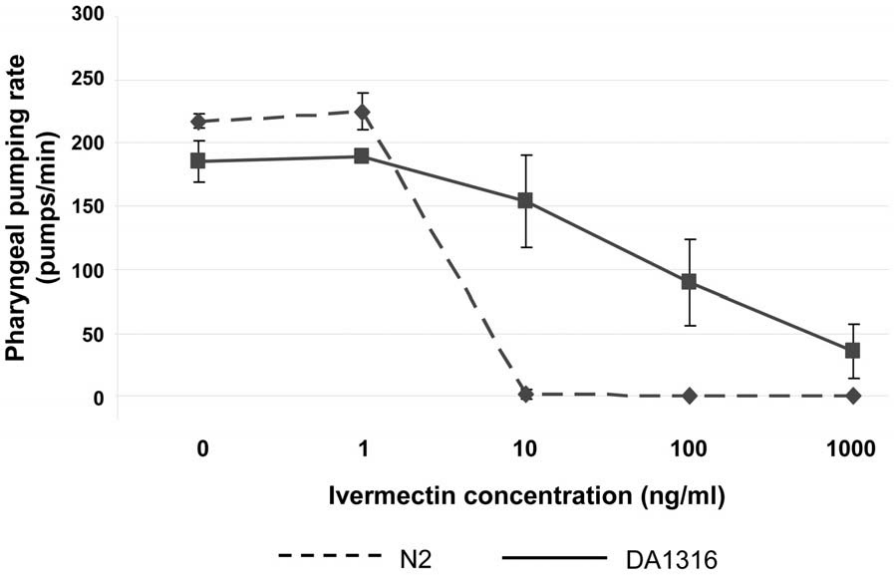
Pharyngeal pumping rate following 4 hr exposure of DA1316 and N2 to 0–1000 ng/ml (1.14 µM) IVM. Whilst strain DA1316 is more resistant to IVM induced pharyngeal paralysis, at concentrations greater than 100 ng/ml (0.1 µM) the pharyngeal pumping rate is significantly reduced. The pharyngeal pumping rates of five worms were counted at each concentration of IVM and the error bars represent the standard deviation.

### Acute exposure of DA1316 to 0.1 µM and 1.1 µM IVM results in differential expression of a distinct set of genes that may be involved in the response to food deprivation

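DA1316 is a strain with mutations in the genes of 3 glutamate-gated chloride channel subunits, *avr-14*, *avr-15* and *glc-1*, which are targets of IVM. Worms were grown for 53 hr on bacterial lawns, and the suspension of each biological replicate was split between plates with 100 ng/ml (0.1 µM) IVM and control plates with the same DMSO, 0.001% v/v, for 4 hr. This gave 5 arrays with IVM and 5 matched control arrays on the Affymetrix *C. elegans* GeneChip. The values used here are the log2 probeset intensities that the authors deposited, named RMA values in their processing notes, which are not ratios. Array medians ranged from 5.63 to 5.71 with IVM, with a median of 5.7, and from 5.64 to 5.7 in the controls, with a median of 5.69. Fold changes are IVM minus control on the log2 scale, fitted by limma with the replicate as a block, and the adjusted p is over 20563 probesets. The paper's text names no array as removed and states only that possible outlier arrays were. Of 21 fold changes at 100 ng/ml in Table S2, 15 equal the mean over replicates 1 to 4 within 0.001, and 6 equal it for the probeset of another line of the table, so values over replicates 1 to 4 are given beside those over all 5.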

Microarray analysis was performed on RNA from five biological replicates of strain DA1316 exposed to 100 ng/ml (0.1 µM) IVM. Twelve probesets were considered to be significantly up-regulated and three considered to be significantly down-regulated (FDR<5%). 

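With 100 ng/ml IVM, lower means were found for *pho-13*, which encodes an acid phosphatase, *folt-2*, which encodes a folate transporter, and the fatty acid desaturase gene *fat-7*. Over replicates 1 to 4 (n = 4 pairs), the log2 fold changes were -1.06 (SE 0.35) for *pho-13*, -1.17 (SE 0.54) for *folt-2* and -0.96 (SE 0.51) for *fat-7*. Replicate 5, for which the paper gives no reason of its own, had differences of -2.19, -1.71 and -1.6, and over all 5 pairs the log2 fold changes of these genes were -1.28 (SE 0.34), -1.28 (SE 0.47) and -1.09 (SE 0.45). Each of these 3 genes was lower with IVM in 4 of 5 pairs and higher in replicate 4, by 0.59 for *pho-13*, 1.39 for *folt-2* and 1.54 for *fat-7*. At an adjusted p under 0.05 from limma, 0 probesets passed over replicates 1 to 4 (700 at an unadjusted p under 0.05) and 0 passed over all 5 (895 at an unadjusted p under 0.05, smallest adjusted p = 0.936). Both unadjusted counts are below 5% of the probesets tested, the share that chance alone would give. Both sets include replicate 4, and without it 2535 probesets were at an unadjusted p under 0.05, above that share. Unpaired Rank Products at a percentage of false positives under 5% gave 10 probesets up and 0 down over replicates 1 to 4, and 40 up and 5 down over all 5. At under 10% over replicates 1 to 4 it gave 11 up and 3 down, and the 3 down were *pho-13*, *folt-2* and *fat-7*. Rank Products on the pair differences gave 122 up and 81 down over all 5. In simulated data where each probeset had its own spread, 61.8% of unpaired Rank Products calls under 5% were unchanged probesets. On pair differences the share was 62.9%, so a percentage of false positives from Rank Products may understate false calls. Without replicate 4, 201 probesets were higher and 112 lower in limma, *pho-13*, *folt-2* and *fat-7* among them with adjusted p of 0.000645, 0.000645 and 0.000202. Leaving out any other replicate gave 0.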

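The metallothionein gene *mtl-1* had the largest mean difference with 100 ng/ml IVM, with a log2 fold change of 1.59 (SE 0.60) over replicates 1 to 4 (n = 4 pairs) and of 1.97 (SE 0.57) over all 5. Next over replicates 1 to 4 came T22F3.11 at 1.44 (SE 0.56), *scl-2*, which encodes a secreted SCP-like protein, at 1.31 (SE 0.76), and the cytochrome P450 gene *cyp-37B1* at 1.27 (SE 0.66). C23G10.11 was at 1.23 (SE 0.69), C50F7.5 at 1.12 (SE 0.51), F21C10.10 at 1.10 (SE 0.55) and F45D3.4 at 1.08 (SE 0.71). These genes and the alcohol dehydrogenase gene *sodh-1* made up the 10 probesets that unpaired Rank Products gave as up over replicates 1 to 4, with a further probeset of T22F3.11. Over all 5 pairs C23G10.11 ranked after *mtl-1*, at 1.96 (SE 0.77), and its difference in replicate 5, which is outside the former means, was 4.88. *scl-2* then ranked in place 5 at 1.4 (SE 0.66) and *cyp-37B1* in place 6 at 1.29 (SE 0.57), where replicate 5 had 1.73 and 1.38. Every one of these genes was higher with IVM in 4 of 5 pairs, and none passed an adjusted p under 0.05 from limma over 4 or over 5 pairs. The exception was replicate 4, where the array labelled IVM was lower, by a log2 difference of -1.30 for *mtl-1*, -2.01 for C23G10.11 and -2.47 for *scl-2*. With that pair left out, *mtl-1* was at 2.79 (SE 0.21, adjusted p = 0.000286), *scl-2* at 2.36 (SE 0.17, adjusted p = 0.000231) and *cyp-37B1* at 2.12 (SE 0.18, adjusted p = 0.000645). By RT-QPCR on separate cultures, the paper reports a rise of *mtl-1*, *scl-2* and *cyp-37B1* with dose (Fig. 5A), which does not settle the labels of these arrays.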

The top 10 up-regulated genes, based on log_2_ fold change, are listed in **Table 1**. 

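At 100 ng/ml IVM, the fatty acid CoA synthetase gene *acs-2* had log2 fold changes of 0.88 (SE 0.35) and 0.93 (SE 0.49) for its 2 probesets over replicates 1 to 4, and of 0.96 (SE 0.30) and 1.04 (SE 0.42) over all 5, with 1.25 and 1.48 in replicate 5. *sodh-1* was at 1.07 (SE 0.57) over replicates 1 to 4 and at 1.15 (SE 0.49) over all 5, with 1.47 in replicate 5. The lysosomal lipase genes *lipl-1* and *lipl-2* were at 0.68 (SE 0.65) and 0.60 (SE 0.33) over replicates 1 to 4 and at 0.98 (SE 0.60) and 0.96 (SE 0.37) over all 5, with 2.20 and 2.40 in replicate 5. None of these probesets passed an adjusted p under 0.05 from limma in either case, and without replicate 4 all of them did, at 1.35 (adjusted p = 0.00482) and 1.6 (adjusted p = 0.00667) for *acs-2*, 1.87 (adjusted p = 0.000202) for *sodh-1*, 1.85 (adjusted p = 0.000645) for *lipl-1* and 1.44 (adjusted p = 0.00993) for *lipl-2*. Over whole lists, 0 of 29 lipase genes passed (0 adjusted over the list alone), with a mean of 0.09 (SE 0.07 over 5 pairs) and adjusted p = 0.232 from camera and adjusted p = 0.644 with an estimated correlation, and the camera adjusted p over replicates 1 to 4 was 0.0281, while with replicate 4 left out 2 genes were higher and the mean was 0.15 (adjusted p = 0.0727 from camera). Of 40 genes of fatty acid oxidation 0 passed as well (0 adjusted over the list alone), with a mean of -0.02 (SE 0.03 over 5 pairs) and adjusted p = 0.602 from camera and adjusted p = 0.807 with an estimated correlation, and with replicate 4 left out 2 were higher and 2 lower. Of 9 genes that fasting induces in the study behind Fig. 3, 0 passed over all probesets (0 adjusted over the list alone) and the mean log2 fold change was 0.31 (SE 0.20 over 5 pairs), with adjusted p = 0.00256 from camera and adjusted p = 0.611 with an estimated correlation. The camera call was lost without replicate 1 (adjusted p = 0.0553) and without replicate 3 (adjusted p = 0.0561), while with replicate 4 left out 2 genes were higher and the mean was 0.50 (adjusted p = 1.35e-05 from camera). Of 7 fasting-repressed genes, 0 passed (0 adjusted over the list alone) and the mean was -0.40 (SE 0.24 over 5 pairs), with adjusted p = 0.000972 from camera and adjusted p = 0.611 with an estimated correlation, while with replicate 4 left out 2 were lower and the mean was -0.63 (adjusted p = 3.65e-07 from camera). Of 18 genes of fatty acid synthesis, desaturation and elongation, 0 passed (0 adjusted over the list alone) and the mean was -0.22 (SE 0.16 over 5 pairs), with adjusted p = 0.00188 from camera and adjusted p = 0.611 with an estimated correlation, and over replicates 1 to 4 the camera adjusted p was 0.213, against 0.000625 for the fasting-induced and 0.00338 for the fasting-repressed genes. Without replicate 4, 6 of these 18 genes were lower and 0 higher, with a mean of -0.37 (adjusted p = 4.3e-08 from camera).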

Many of the up-regulated genes are uncharacterised, but those with known or putative functions may have roles in fat metabolism. Given the low number of genes showing significant changes in expression the experiment was repeated using 1 µg/ml (1.1 µM) IVM in a similar manner. 

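For the higher dose, plates held 1 µg/ml (1.1 µM) IVM or, in the controls, only DMSO at 0.01% v/v. The deposited log2 values of this experiment had array medians of 5.63 to 5.68 with IVM, with a median of 5.66, and of 5.58 to 5.69 in the controls, with a median of 5.65. Replicate numbers were taken to tie each IVM array to the control array from the same worm suspension. With the mean of each condition taken off, the IVM array of replicate 3 had r of 0.499 with its own control. With a control of another number it had 0.673, so that pair is less certain. Each experiment was fitted on its own 10 arrays, which leaves 4 residual degrees of freedom. All 483 fold changes of Table S2 at this dose that carry a probeset name equal the mean over the 5 pairs within 0.001, while the 9 fold changes of Table S5 equal the mean over replicates 2 to 5. All 5 pairs are therefore used here. A probeset annotated to several genes is named only where the paper names a gene for it. For gene lists, each gene is represented by the probeset with the highest mean over the 20 arrays among those annotated to that gene alone, and 16649 genes have such a probeset.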

Again five drug-exposed and five matched controls underwent analysis. 

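After 4 hr at 1 µg/ml IVM, *mtl-1*, which encodes a metallothionein, rose most, with a log2 value of 4.37 ± 1.50 (SD, n = 5 arrays) in the controls and of 9.36 ± 1.02 (SD, n = 5 arrays) with IVM. Its log2 fold change was 4.99 (SE 0.33, adjusted p = 0.000443) from limma. *scl-2* rose by 3.27 (SE 0.13, adjusted p = 5.29e-05) and had the smallest adjusted p of all probesets. C23G10.11 rose by 3.20 (SE 0.39, adjusted p = 0.00536) and *cyp-37B1*, which encodes a cytochrome P450, by 3.09 (SE 0.29, adjusted p = 0.00198). The next in size were F57G8.7 with 3.01 (SE 0.36), K03D3.2 with 2.83 (SE 0.38), F45D3.4 with 2.77 (SE 0.23), the lysosomal lipase gene *lipl-1* with 2.51 (SE 0.14), the lysozyme gene *ilys-3* with 2.51 (SE 0.19) and *dod-3* with 2.33 (SE 0.22), at adjusted p of 0.000234 to 0.00749. The saposin-like gene *spp-23* fell most, with -2.79 (SE 0.21, adjusted p = 0.000649), followed by the folate transporter gene *folt-2* with -2.55 (SE 0.30, adjusted p = 0.00495), F46F2.3 with -2.36 (SE 0.41, adjusted p = 0.0198), the acid phosphatase gene *pho-13* with -1.88 (SE 0.17, adjusted p = 0.00162) and C35A5.3 with -1.83 (SE 0.13, adjusted p = 0.000481). A probeset of *gst-10* with -1.77 (SE 0.26), *ugt-63* with -1.77 (SE 0.33), F18E3.11 with -1.72 (SE 0.22), a probeset that the paper's Table 2 names for *srm-3* with -1.72 (SE 0.22) and the aspartyl protease gene *asp-12* with -1.7 (SE 0.35) had adjusted p of 0.00591 to 0.0361. All 20 moved the same way in 5 of 5 pairs, which the rule by which they were named required. Of 20563 probesets, 434 were higher and 281 lower at an adjusted p under 0.05, and 708 of these 715 had the same sign in all 5 pairs. The log2 fold change was above 1 for 123 probesets, 118 of them among the 715, and below -1 for 60, 55 of them among the 715. Unpaired Rank Products gave 175 up and 122 down at a percentage of false positives under 5%, 264 of them among the 715, and on the pair differences it gave 491 up and 339 down. Leaving out replicate 1 left 145 higher and 60 lower, and leaving out replicate 4 left 151 higher and 67 lower, 204 and 217 of them among the 715. Of the 20 genes named here, 15 passed whichever replicate was left out, and the calls lost were those of K03D3.2 (replicate 1, adjusted p up to 0.0508), F46F2.3 (replicate 1 or 4, adjusted p up to 0.0725), *gst-10* (replicate 1 or 4, adjusted p up to 0.0548), *ugt-63* (replicate 1, 3, 4 or 5, adjusted p up to 0.124) and *asp-12* (replicate 1, 3, 4 or 5, adjusted p up to 0.117). Without the replicate block, 45 probesets were higher and 19 lower, and 13 of the 20 genes passed, not C23G10.11, F57G8.7, *folt-2*, F46F2.3, *pho-13*, *ugt-63* and *asp-12*.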

The rank products algorithm revealed 369 probesets to be significantly altered in expression with a FDR correction to 5% (216 up-regulated and 153 down-regulated). **Figure 2** summarises the microarray data and **Table 2** lists the top 10 up-regulated and down-regulated probesets based on log_2_ fold change. Full microarray data is available in **Table S2** and online at the GEO website, accession number GSE22660. Many genes are represented in the top up-regulated and down regulated lists for both the 0.1 µM and 1.1 µM experiments, including the presence of *mtl-1*, *scl-2* and *cyp-37B1* in the top four up-regulated genes, which suggests there is a consistent response at the two doses of drug.

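*mtl-1*, *scl-2*, *cyp-37B1* and C23G10.11 had higher means with IVM at both doses, and *folt-2* and *pho-13* lower ones. The log2 fold change at 1 µg/ml exceeded that at 100 ng/ml by 3.02 (SE 0.77, adjusted p = 0.601) for *mtl-1*, by 1.88 (SE 0.78, adjusted p = 0.722) for *scl-2* and by 1.80 (SE 0.75, adjusted p = 0.722) for *cyp-37B1* in limma over 20 arrays with 10 blocks, so no dose difference was shown for these 3 genes. Without replicate 4 at 100 ng/ml the differences were 2.20, 0.91 and 0.97 (adjusted p = 0.455, 0.719 and 0.772). At 1 µg/ml, *mtl-1*, *scl-2*, C23G10.11 and *cyp-37B1* held the 4 largest mean fold changes. Among the 715 probesets called at 1 µg/ml, 670 (93.7%) had the same sign at 100 ng/ml over all 5 pairs, and Pearson's r across them was 0.89 (Spearman's rho 0.89). Across all 20563 probesets r was 0.55 (rho 0.31), where probesets are not independent replicates and the experiments share no control array. Over replicates 1 to 4 at 100 ng/ml, 673 (94.1%) of the 715 had the same sign and r was 0.90, and replicate 5 alone had the sign of 1 µg/ml in 80.1%. In replicate 4 alone 7.41% did, and in replicates 1 to 3 95.2%, 94.1% and 90.8%. Without replicate 4, 153 of the 201 probesets higher at 100 ng/ml were also higher at 1 µg/ml (4.24 by chance, Fisher's exact p = 1.23e-223) and 77 of the 112 lower were also lower (1.53 by chance, Fisher's exact p = 2.98e-120). Fisher's exact test takes probesets as independent, which they are not, and leaving out the opposite pair favours overlap. Its p values and the numbers by chance are therefore descriptive only. With all 5 pairs, limma called 0 at 100 ng/ml, 895 at an unadjusted p under 0.05, and unpaired Rank Products 45, so that overlap with the limma calls cannot be counted. Those 895 are fewer than the 5% of probesets that chance alone would give, while without replicate 4 there were 2535. Dose, DMSO concentration and experiment changed together. From the genes that the top lists of both experiments hold in common, the paper proposes a consistent response at both doses of drug.

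**Figure D1:**
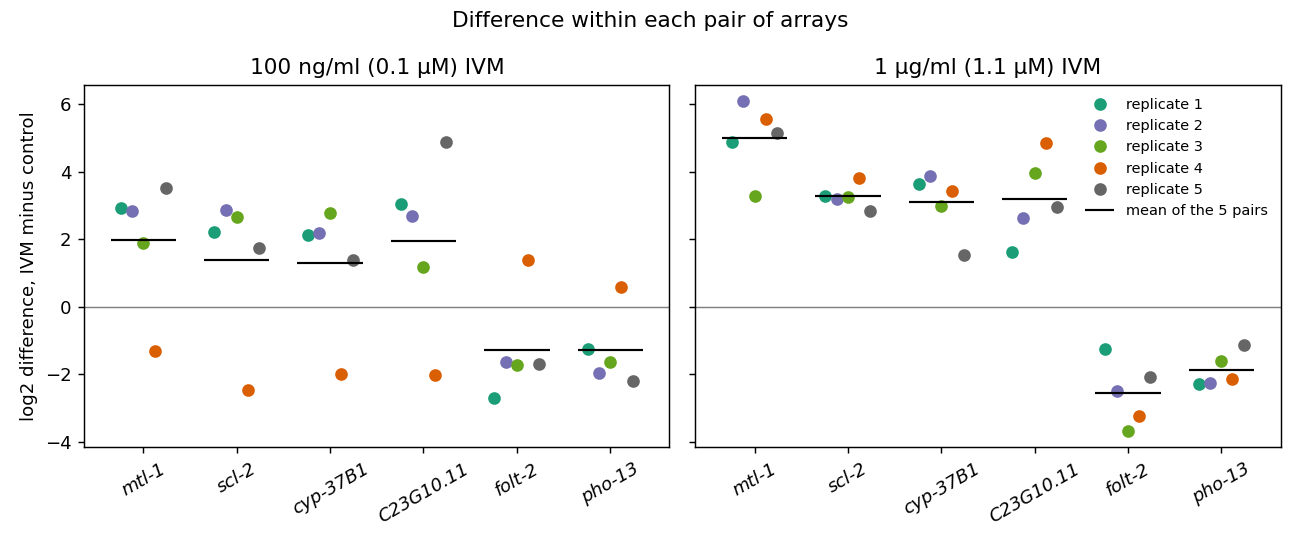
Log2 difference, IVM minus control, within each of the 5 pairs of arrays at 100 ng/ml (left) and 1 µg/ml (right) for 6 genes. Each point is 1 replicate and each black line the mean of the 5 pairs. At 1 µg/ml all 5 points of a gene lie on the same side of 0, and at 100 ng/ml the point of replicate 4 lies opposite the other 4, at -2.01 for *cyp-37B1*.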

**Figure 2:**
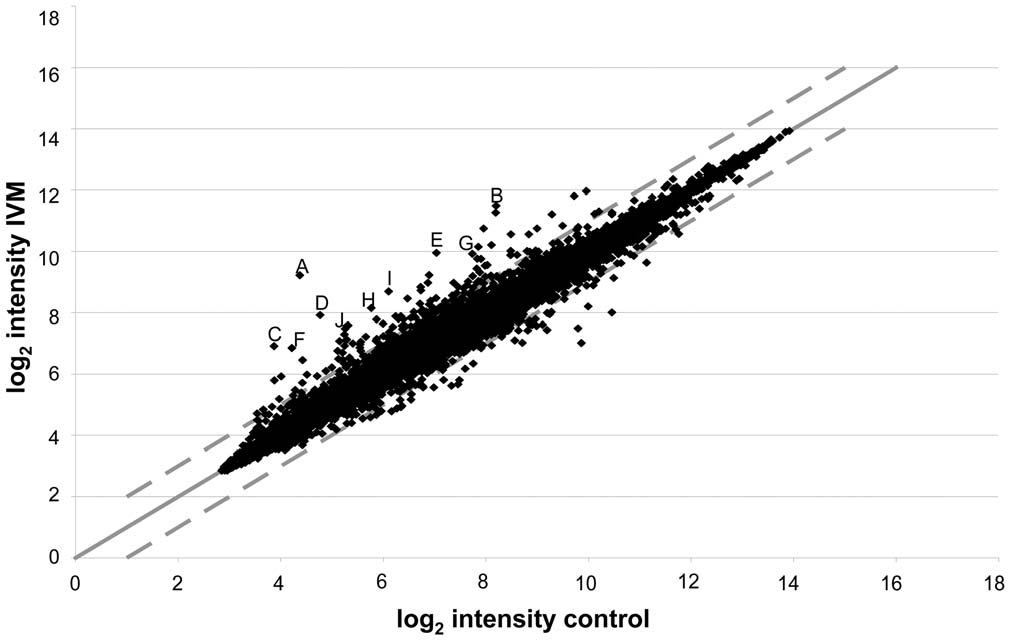
Model fitted log_2_ control chip intensity vs. log_2_ IVM (1 µg/ml, 1.1 µM) chip intensity. The scatter plot represents the entire 22625 probesets represented on the Affymetrix chips. The upper and lower dashed lines represent up-regulation greater than 2-fold and down-regulation greater than 2-fold respectively. The data points marked A-H represent the top 10 up-regulated genes in Table 2.

**Table 1:** Top 10 up-regulated probesets based on fold change following 4 hr exposure of DA1316 to 100 ng/ml (0.1 µM) IVM.

Probeset	Gene ID	Log_2_ FC	FDR	*Ontology*
172744_at	*mtl-1*	1.59	0	*metallothionein*
184913_s_at	T22F3.11	1.44	0	*permease of major facilitator family KOG*
192737_at	*scl-2*	1.31	0	*sterol carrier-like protein*
189221_at	*cyp-37B1*	1.27	0	*cytochrome P450 (CYP4/19/26 subfamilies)*
186971_at	C23G10.11	1.23	0	*uncharacterised*
173729_at	T22F3.11	1.21	0	*permease of major facilitator family KOG*
183381_at	C50F7.5	1.12	1.00E-02	*uncharacterised*
186521_at	F21C10.10	1.10	1.11E-02	*uncharacterised*
173550_at	F45D3.4	1.08	1.25E-02	*uncharacterised*
190978_at	*sodh-1*	1.07	1.82E-02	*alcohol dehydrogenase class V KOG*

**Table 2:** Top 10 up-regulated and down-regulated genes based on fold change following 4 hr exposure of DA1316 to 1 µg/ml (1.1 µM) IVM.

*UP-REGULATED GENES*				
Probeset	Gene ID	Log_2_ FC	FDR	*Ontology*
172744_at	*mtl-1*	4.99	0	*metallothionein*
192737_at	*scl-2*	3.27	0	*sterol carrier-like protein*
186971_at	C23G10.11	3.20	0	*uncharacterised*
189221_at	*cyp-37B1*	3.09	0	*cytochrome P450 (CYP4/19/26 subfamilies)*
177613_at	F57G8.7	3.01	0	*uncharacterised*
177671_at	K03D3.2	2.83	0	*uncharacterised*
178900_s_at	F45D3.4	2.77	0	*uncharacterised*
187964_at	F54F3.3	2.51	0	*triglyceride lipase-cholesterol esterase KOG*
180946_at	*ilys-3*	2.51	0	*invertebrate lysozyme*
173335_s_at	*dod-3*	2.33	0	*down stream of daf-16*

*DOWN-REGULATED GENES*				
176939_at	*spp-23*	−2.79	0	*saposin-like protein family*
190404_s_at	*folt-2*	−2.55	0	*putative folate transporter*
179187_s_at	F46F2.3	−2.36	0	*uncharacterised*
189345_at	*pho-13*	−1.88	0	*predicted intestinal acid phosphatase*
192528_at	C35A5.3	−1.83	0	*uncharacterised*
187085_s_at	*gst-10*	−1.77	0	*glutathione-s-transferase*
190744_at	*ugt-63*	−1.77	0	*UDP-glucuronosyl/glucosyl transferase KOG*
175489_at	F18E3.11	−1.72	0	*uncharacterised*
177747_at	F58G6.9| *srm-3*	−1.72	0	*uncharacterised*
188441_at	F21F8.4	−1.70	0	*KOG- aspartyl protease*

Genes that showed significant changes in expression level following exposure of strain DA1316 to 1 µg/ml (1.1 µM) IVM (FDR<10%) were subject to ontology analysis. A less stringent FDR cut-off was used to widen the scope of the analysis and included 254 up-regulated and 186 down-regulated genes. 

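T22F3.11, *hmt-1*, *cnc-3*, *mel-32* and *folt-1* were among the genes that passed at an adjusted p under 0.10 and not under 0.05. A second probeset of T22F3.11, one of the genes highest at 100 ng/ml, had a log2 fold change of 1.94 (SE 0.45, adjusted p = 0.0599) from limma and was higher in 5 of 5 pairs. *hmt-1*, which encodes a heavy metal transporter, had -0.62 (SE 0.16, adjusted p = 0.0886), and *cnc-3*, which encodes an antimicrobial peptide, had -0.75 (SE 0.17, adjusted p = 0.0549), each lower in 5 of 5 pairs. *mel-32*, the gene of serine hydroxymethyltransferase, had -0.51 (SE 0.13, adjusted p = 0.0786) and was lower in 4 of 5 pairs, and the folate transporter gene *folt-1* had -0.56 (SE 0.13, adjusted p = 0.0534) and was lower in 5 of 5. Under 0.05 came the second probeset of T22F3.11 without replicate 2 (adjusted p = 0.0464), *cnc-3* without replicate 3 (adjusted p = 0.0326), and *mel-32* and *folt-1* without replicate 5 (adjusted p = 0.0288 and 0.0318). At an adjusted p under 0.10, 701 probesets were higher and 533 lower. Unpaired Rank Products at a percentage of false positives under 10% gave 242 up and 172 down. Without replicate 1 limma gave 334 higher and 191 lower, and without replicate 4 it gave 288 and 198. Without the replicate block the counts were 76 and 33.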

The gene ontology terms associated with a minimum of two genes and with an associated EASE score (p-value) of ≤0.1, for both data sets, are described (**Table S3 and S4**). Only 72 up-regulated and 94 down-regulated genes were associated with significantly enriched ontology terms. This is likely due to the large number of completely uncharacterised genes in both sub-categories.

Up-regulated terms include *oxidoreductase activity*, *generation of precursor metabolites and energy*; *metabolic process*; *organic acid metabolic process*; *carboxylic acid metabolic process* and *catabolic process*. These terms are associated with several genes which may be important in fatty acid synthesis, breakdown and metabolism including five cytochrome P450 genes, two flavin containing monooxygenases (FMO) and three catalase genes; two short chain dehydrogenase genes and an alcohol dehydrogenase gene; a fatty acid desaturase gene and a gamma butyrobetaine hydroxylase (potentially involved in carnitine biosynthesis). 

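Of the cytochrome P450 genes, *cyp-34A9* rose by 1.29 (SE 0.17, adjusted p = 0.00631), *cyp-33C7* by 0.99 (SE 0.11, adjusted p = 0.00336) and *cyp-34A2* by 0.65 (SE 0.13, adjusted p = 0.0349) on the log2 scale in limma, each in 5 of 5 pairs. Of the flavin-containing monooxygenase genes, *fmo-2* rose by 1.18 (SE 0.26, adjusted p = 0.0468), in 4 of 5 pairs, and *fmo-1* by 0.93 (SE 0.16, adjusted p = 0.0198), in 5 of 5. The catalase gene *ctl-2* rose by 0.71 (SE 0.09, adjusted p = 0.00607), and a probeset that Table S2 names for *ctl-1*, with no gene in the annotation, by 0.92 (SE 0.08, adjusted p = 0.00162). The short-chain dehydrogenase genes *dhs-2*, *dhs-18* and *dhs-31* rose by 1.16 (SE 0.14), 0.94 (SE 0.12) and 0.67 (SE 0.13), with adjusted p of 0.00536, 0.00601 and 0.0267. The alcohol dehydrogenase gene *sodh-1* rose by 2.11 (SE 0.23, adjusted p = 0.00346) and the desaturase gene *fat-3* by 1.02 (SE 0.11, adjusted p = 0.00336). All 12 genes passed at an adjusted p under 0.05, and the calls lost when 1 replicate was left out were those of *cyp-34A2* (replicate 1, 4 or 5, adjusted p up to 0.154), *fmo-1* (replicate 1 or 4, adjusted p up to 0.0804), *fmo-2* (replicate 1, 2, 3 or 4, adjusted p up to 0.182) and *dhs-31* (replicate 1, 4 or 5, adjusted p up to 0.131). Without the replicate block *sodh-1* alone passed. Over the whole families, 7 of 70 cytochrome P450 genes were higher and 1 was lower (7 and 2 adjusted over the list alone), with a mean of 0.10 (SE 0.03 over 5 pairs) and adjusted p = 0.075 from camera and adjusted p = 0.398 with an estimated correlation. Without replicate 5 the camera adjusted p of this family was 0.0405. Of 5 flavin-containing monooxygenase genes, 2 were higher and 0 lower (2 and 0 adjusted over the list alone), with a mean of 0.46 (SE 0.12 over 5 pairs) and adjusted p = 0.0294 from camera and adjusted p = 0.271 with an estimated correlation, and the camera adjusted p without replicate 3 was 0.104. Of 30 short-chain dehydrogenase genes, 3 were higher and 1 was lower (5 and 2 adjusted over the list alone), with a mean of 0.08 (SE 0.07 over 5 pairs) and adjusted p = 0.13 from camera and adjusted p = 0.671 with an estimated correlation, and the camera adjusted p without replicate 1 was 0.0398.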

The most significantly enriched biological process ontology term is *aging*, which includes *mtl-1*, *sodh-1*, *cyp-34A9* and *dod-3*. In addition, this group contains other down-stream targets of DAF-16, the sole *C. elegans* forkhead Box O transcription factor homologue and a mediator of insulin signalling [21], [34]. These include catalase genes (*ctl-2*, *ctl-1*); a gut esterase (*ges-1*); a fatty acid CoA synthetase gene (*acs-17*); a predicted isocitrate lyase/malate synthase (*gei-7*); and an acylsphingosine amidohydrolase (*asah-1*). All of these genes may be involved in fatty acid metabolism pathways. Furthermore, the only KEGG pathway term to be significantly enriched in the up-regulated gene list was f*atty acid metabolism*. This was associated with five genes: F54F3.4, *acs-2*, *sodh-1*, *acs-17* and F58F9.7.

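Of these genes, the gut esterase gene *ges-1* rose by 0.91 (SE 0.09, adjusted p = 0.0024), *acs-17* by 0.81 (SE 0.17, adjusted p = 0.0367) and *gei-7*, whose product acts in the glyoxylate cycle, by 1.75 (SE 0.19, adjusted p = 0.00324) on the log2 scale in limma. *ges-1* and *gei-7* were higher in 5 of 5 pairs and *acs-17* in 4 of 5. *asah-1* had a log2 fold change of 0.82 (SE 0.19, adjusted p = 0.0564), higher in 5 of 5 pairs. It passed at an adjusted p under 0.1, the level that the paper used for its ontology lists, and not at the stricter threshold used here. Without replicate 3 *asah-1* passed the stricter threshold as well (adjusted p = 0.0291). Of the 9 genes named in the study for which a probeset of their own exists, 8 were higher and 0 lower (9 and 0 adjusted over the list alone), with a mean of 1.74 (SE 0.11 over 5 pairs) and adjusted p = 7.43e-17 from camera and adjusted p = 0.0949 with an estimated correlation. Since the study chose these genes on the same samples, that is not independent evidence. Of 14 genes known to be activated by DAF-16, 7 of which are also named in the study, 9 were higher and 0 lower (11 and 0 adjusted over the list alone), with a mean of 1.32 (SE 0.10 over 5 pairs) and adjusted p = 6.87e-17 from camera and adjusted p = 0.101 with an estimated correlation. All 7 shared genes are among the 9 higher, so this list is not independent evidence either. Apart from the shared genes, *lea-1*, a gene of desiccation tolerance, rose by 1.85 (SE 0.12, adjusted p = 0.000424) and the aquaglyceroporin gene *aqp-1* by 1.10 (SE 0.12, adjusted p = 0.00352). Of 9 genes repressed by DAF-16, 1 was higher and 2 were lower (1 and 5 adjusted over the list alone), with a mean of -0.17 (SE 0.03 over 5 pairs) and adjusted p = 0.13 from camera and adjusted p = 0.335 with an estimated correlation. *dod-19* fell by 0.99 (adjusted p = 0.0367) and *dod-24* by 0.71 (adjusted p = 0.00631), and *dod-22* rose by 0.64 (adjusted p = 0.0233), each in 5 of 5 pairs. Calls lost when 1 replicate was left out were those of *acs-17* (replicate 1, 2, 3 or 4, adjusted p up to 0.156), *dod-19* (replicate 1, 3, 4 or 5, adjusted p up to 0.106) and *dod-22* (replicate 1, 2, 4 or 5, adjusted p up to 0.0922), and without the replicate block *aqp-1* and *lea-1* passed.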

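F54F3.4 rose by 0.82 (SE 0.11, adjusted p = 0.00664), one probeset of the fatty acid CoA synthetase gene *acs-2* by 1.17 (SE 0.22, adjusted p = 0.0263) and F58F9.7, which encodes an acyl-CoA oxidase, by 1.41 (SE 0.17, adjusted p = 0.00495) on the log2 scale in limma, each in 5 of 5 pairs. With *sodh-1* and *acs-17*, all 5 genes passed at an adjusted p under 0.05. The call of *acs-2* was lost when replicate 1, 3, 4 or 5 was left out (adjusted p up to 0.0993), and without the replicate block F54F3.4, *acs-2* and F58F9.7 did not pass (adjusted p = 0.255, 0.151 and 0.575). Of 40 genes of fatty acid oxidation, 4 were higher and 7 lower (4 and 9 adjusted over the list alone). The mean was -0.04 (SE 0.06 over 5 pairs) and the median 0.01, which differ in sign, with adjusted p = 0.89 from camera and adjusted p = 0.947 with an estimated correlation.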

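The genes of 3 fatty acid desaturases that place the first double bond were lower after 4 hr with 1 µg/ml IVM, *fat-7* with a log2 fold change of -1.19 (SE 0.13, adjusted p = 0.00338), *fat-5* with -0.77 (SE 0.14, adjusted p = 0.0215) and *fat-6* with -0.73 (SE 0.11, adjusted p = 0.0119) in limma. The acyl-CoA dehydrogenase gene *acdh-9* fell, with -0.73 (SE 0.11, adjusted p = 0.011), as did the enoyl-CoA hydratase gene *ech-7*, with -0.72 (SE 0.16, adjusted p = 0.0483), and the carnitine palmitoyl transferase gene *cpt-5*, with -0.71 (SE 0.10, adjusted p = 0.01). The acyl-CoA oxidase gene *acox-1.6* rose, with 0.61 (SE 0.08, adjusted p = 0.00813). Each moved the same way in 5 of 5 pairs. Calls lost when 1 replicate was left out were those of *fat-5* (replicate 1, 4 or 5, adjusted p up to 0.0862), *fat-6* (replicate 1 or 4, adjusted p up to 0.0688), *acdh-9* (replicate 4, adjusted p up to 0.0504), *ech-7* (replicate 1, 2, 3 or 4, adjusted p up to 0.193) and *cpt-5* (replicate 1, adjusted p up to 0.0553), and without the replicate block none of these 7 genes passed in limma (adjusted p of 0.189 for *fat-6* to 1.00 for *acox-1.6*). Of 18 genes of fatty acid synthesis, desaturation and elongation, 2 were higher and 6 lower (2 and 7 adjusted over the list alone), with a mean of -0.30 (SE 0.04 over 5 pairs) and adjusted p = 0.00145 from camera and adjusted p = 0.128 with an estimated correlation.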

The down-regulated gene-list is significantly enriched for the biological process term *carboxylic acid metabolic process*, which is associated with the fatty acid desaturase genes *fat-5*, *fat-6* and *fat-7*; and several hypothetical proteins with acyl-CoA thioesterase, acyl-CoA dehydrogenase, acyl-CoA oxidase, glycine dehydrogenase KOGs. Additionally, the fatty acid elongase genes *elo-2*, *elo-5* and *elo*-6; and genes involved in *lipid transport*, including the vitellogenins *vit-1*, *vit-3* and *vit-4*, are down-regulated. 

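*elo-2* fell with a log2 fold change of -0.91 (SE 0.10, adjusted p = 0.00307), *elo-5* with -1.10 (SE 0.17, adjusted p = 0.0121) and *elo-6* with -0.69 (SE 0.15, adjusted p = 0.0474) in limma, each in 5 of 5 pairs. Their products lengthen long-chain fatty acids. The calls lost when 1 replicate was left out were those of *elo-5* (replicate 1 or 4, adjusted p up to 0.0711) and *elo-6* (replicate 1, 2, 3 or 4, adjusted p up to 0.175), and without the replicate block none of the 3 passed (adjusted p = 0.489, 0.0885 and 0.417). Among the yolk protein genes, *vit-1* had a log2 fold change of -0.65 (SE 0.18, adjusted p = 0.101), *vit-3* of -0.59 (SE 0.20, adjusted p = 0.174) and *vit-4* of -0.37 (SE 0.15, adjusted p = 0.281), lower in 5, 4 and 5 of 5 pairs, and did not pass, where the probeset of *vit-3* is named by Table S2 alone. Unpaired Rank Products gave percentages of false positives, as fractions, of 0.0316 for *vit-1*, 0.064 for *vit-3* and 0.103 for *vit-4*. These percentages may understate false calls, given the simulated data. Of 5 vitellogenin genes with a probeset of their own, 0 passed in limma over all probesets and 1 was lower adjusted over the list alone, with a mean of -0.29 (SE 0.13 over 5 pairs) and adjusted p = 0.0367 from camera and adjusted p = 0.384 with an estimated correlation. Leaving out replicate 1, 2 or 4 ended the camera call (adjusted p = 0.0537, 0.154 and 0.0851), as did leaving out the replicate block (adjusted p = 0.784).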

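After 4 hr with 1 µg/ml IVM, the lysozyme gene *lys-6* had a log2 fold change of -1.12 (SE 0.11, adjusted p = 0.00224) and *lys-5* of -0.83 (SE 0.13, adjusted p = 0.0143) in limma, and both were lower in 5 of 5 pairs. *ugt-12* fell with -0.79 (SE 0.08, adjusted p = 0.0024), *gale-1* with -0.99 (SE 0.16, adjusted p = 0.0143) and *ger-1* with -0.69 (SE 0.10, adjusted p = 0.0083), also in 5 of 5 pairs. *ugt-46* had -0.62 (SE 0.15, adjusted p = 0.0671) and was lower in 5 of 5 pairs. It passed in limma at an adjusted p under 0.1, the level that the paper used for its ontology lists, and not at the stricter threshold used here. The percentage of false positives of *ugt-46* in unpaired Rank Products was 0.126 as a fraction, which is above that level. The saposin-like genes *spp-8* and *spp-18* rose, with 0.86 (SE 0.11, adjusted p = 0.00716) and 0.76 (SE 0.12, adjusted p = 0.0119). The calls lost when 1 replicate was left out were those of *lys-5* (replicate 1 or 4, adjusted p up to 0.0611), *gale-1* (replicate 1 or 4, adjusted p up to 0.0702), *ger-1* (replicate 1, adjusted p up to 0.0517) and *spp-18* (replicate 1 or 4, adjusted p up to 0.0655), and without the replicate block 0 of these 8 genes passed in limma (smallest adjusted p 0.151, for *spp-8*). Of 34 lysozyme and saposin-like genes, 4 were higher and 4 lower (5 and 6 adjusted over the list alone), with a mean of -0.01 (SE 0.06 over 5 pairs), for which camera gave the other sign, and adjusted p = 0.831 from camera and adjusted p = 0.934 with an estimated correlation.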

*Carbohydrate metabolic processes*, exemplified by the UDP-glucuronosyl transferases *ugt-12, ugt-46*; the lysozyme genes *lys-5* and *lys-6*; *gale-1* (a putative UDP-galactose-4-epimerase) and *ger-1* (a putative GDP-keto-6-deoxymannose 3,5-epimerase/4-reductase) are also enriched in the down-regulated gene list. Further evidence that IVM exposure does not result in a classical xenobiotic response is seen by the significant down-regulation of the molecular function terms *catalytic activity*, *oxidoreductase* and *transferase activity*. These terms are associated with six UDP-glucuronosyl/glucosyl transferases, four glutathione-s-transferases, one cytochrome P450 and one short-chain dehydrogenase; all of which represent gene families that would be expected to be up-regulated in a xenobiotic detoxification response.

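Among the glutathione S-transferase genes, *gst-10* fell with a log2 fold change of -1.45 (SE 0.21) by its own probeset, *gst-26* with -1.04 (SE 0.15) and *gst-27* with -0.69 (SE 0.12), at adjusted p of 0.0102, 0.0104 and 0.0183 in limma. Of the transferase genes that act on UDP-sugars, *ugt-60* fell with -0.77 (SE 0.12, adjusted p = 0.0119) and *ugt-47* with -0.65 (SE 0.09, adjusted p = 0.00794), while *ugt-25* rose with 1.04 (SE 0.16, adjusted p = 0.0117) and *ugt-4* with 0.86 (SE 0.16, adjusted p = 0.0263). The cytochrome P450 gene *cyp-33A1* fell with -1.38 (SE 0.13, adjusted p = 0.0018) and the short-chain dehydrogenase gene *dhs-25* with -1.56 (SE 0.15, adjusted p = 0.00228). The P-glycoprotein gene *pgp-11* rose with 0.73 (SE 0.12, adjusted p = 0.018). All 10 moved the same way in 5 of 5 pairs. The calls lost when 1 replicate was left out were those of *ugt-60* (replicate 1 or 4, adjusted p up to 0.0649), *ugt-25* (replicate 4, adjusted p up to 0.0591), *ugt-4* (replicate 1, 2, 3 or 4, adjusted p up to 0.115), *gst-10* (replicate 1 or 4, adjusted p up to 0.0548), *gst-26* (replicate 1 or 4, adjusted p up to 0.0635), *gst-27* (replicate 1 or 4, adjusted p up to 0.0775) and *pgp-11* (replicate 1 or 4, adjusted p up to 0.0827), and without the replicate block *gst-10* and *dhs-25* passed. Of 64 UDP-glucuronosyl transferase genes, 5 were higher and 7 lower (8 and 12 adjusted over the list alone), with a mean of -0.06 (SE 0.03 over 5 pairs) and adjusted p = 0.59 from camera and adjusted p = 0.767 with an estimated correlation. Of 45 glutathione S-transferase genes, 1 was higher and 4 were lower (2 and 8 adjusted over the list alone), with a mean of -0.16 (SE 0.10 over 5 pairs) and adjusted p = 0.0192 from camera and adjusted p = 0.671 with an estimated correlation, and the camera call was lost without replicate 1 (adjusted p = 0.057) and without replicate 3 (adjusted p = 0.343). Of 12 P-glycoprotein genes, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), with a mean of 0.06 (SE 0.04 over 5 pairs) and a median of -0.01, which differ in sign, and adjusted p = 0.637 from camera and adjusted p = 0.857 with an estimated correlation. In the CYP-35 subfamily, which many xenobiotics induce, 0 of 10 genes passed in limma (0 adjusted over the list alone), with log2 fold changes of -0.49 for *cyp-35C1* to 0.25 for *cyp-35A2*, a mean of -0.06 (SE 0.07 over 5 pairs) and adjusted p = 0.623 from camera and adjusted p = 0.881 with an estimated correlation.

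**Figure D2:**
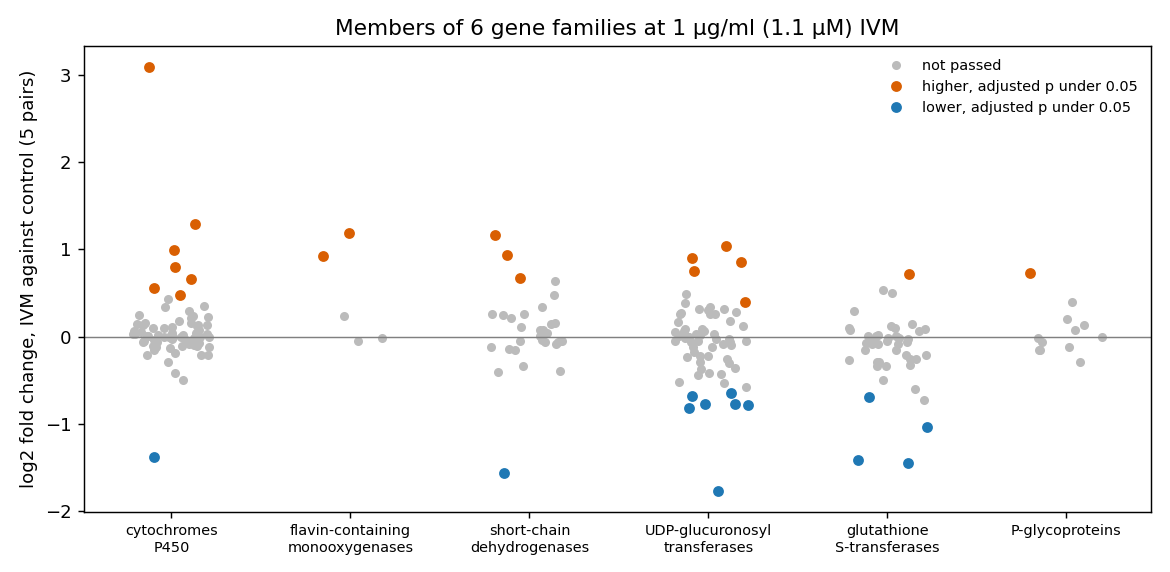
Log2 fold changes at 1 µg/ml IVM of the members of 6 gene families, 1 point per gene and each the mean of 5 pairs. Orange points were higher and blue points lower at an adjusted p under 0.05 in limma, and grey points did not pass. The families hold 70, 5, 30, 64, 45 and 12 genes from left to right, and the point furthest from 0 is *cyp-37B1*.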

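Of 9 stress genes in Table S5, *gst-4*, which encodes a glutathione S-transferase under SKN-1 control, and the small heat shock gene *hsp-16.49* were lower at 1 µg/ml IVM. The log2 fold change of *gst-4* was -1.41 (SE 0.17, adjusted p = 0.0055) and that of *hsp-16.49*, whose probeset also covers other genes, was -1.31 (SE 0.27, adjusted p = 0.0389) in limma, each lower in 5 of 5 pairs. *hsp-16.1*, with a shared probeset as well, had -0.88 (SE 0.22, adjusted p = 0.0742) and *gsto-1* had -0.72 (SE 0.20, adjusted p = 0.0986), both lower in 5 of 5 pairs, and neither passed. In unpaired Rank Products, the percentage of false positives was 0.0256 for *hsp-16.1* and 0.12 for *gsto-1* as a fraction. *sip-1* had a log2 fold change of 0.44 (SE 0.20, adjusted p = 0.344), *hsp-70* of 0.14 (SE 0.08, adjusted p = 0.492), *hsf-1* of 0.04 (SE 0.08, adjusted p = 0.899), *gst-38* of -0.29 (SE 0.12, adjusted p = 0.272) and *gst-1* of -0.21 (SE 0.09, adjusted p = 0.331), and none of these 5 passed. The calls lost when 1 replicate was left out were those of *hsp-16.49* (replicate 1, 3, 4 or 5, adjusted p up to 0.123) and *hsp-17* (replicate 1 or 4, adjusted p up to 0.102), and without the replicate block *gst-4* alone passed. Of the 7 stress genes with a probeset of their own, 0 were higher and 1 was lower (0 and 2 adjusted over the list alone), with a mean of -0.29 (SE 0.07 over 5 pairs) and adjusted p = 0.13 from camera and adjusted p = 0.335 with an estimated correlation, and without the replicate block the camera adjusted p was 0.0377. Of 15 chaperone genes, 0 were higher and 1 was lower, *hsp-17* with -0.79 (SE 0.14, adjusted p = 0.023) (0 and 1 adjusted over the list alone), with a mean of -0.09 (SE 0.06 over 5 pairs) and adjusted p = 0.384 from camera and adjusted p = 0.599 with an estimated correlation, and the camera adjusted p without replicate 3 was 0.0441. Of 10 targets of SKN-1, 0 were higher and 2 lower (0 and 2 adjusted over the list alone), with a mean of -0.32 (SE 0.10 over 5 pairs) and adjusted p = 0.0538 from camera and adjusted p = 0.469 with an estimated correlation, and camera passed without replicate 2, 4 or 5 (adjusted p = 0.0323, 0.042 and 0.019) and without the replicate block (adjusted p = 0.00505). The 2 lower were *gst-4* and *gst-10*. Since 8 of the 10 are also glutathione S-transferase genes and 2 are also stress genes of Table S5, these lists are not separate results.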

The transcriptomic response to IVM exposure is inconsistent with a general stress response: A panel of genes that have been associated with stress, such as *hsp-70*, *gst-1*, *gst-38*, *sip-1* and *HSF-1*, show no significant change in expression in the microarray experiments; and others such as *hsp-16.1*, *hsp-16.49* and *gst-4* are in fact significantly down-regulated in the current study (**Table S5**). Instead, the overall analysis suggests that the predominant response is associated with an increase in lipid catabolism. 

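The lysosomal lipase gene *lipl-2* rose with a log2 fold change of 2.05 (SE 0.15, adjusted p = 0.000609) and *lipl-3* with 0.49 (SE 0.09, adjusted p = 0.0194) in limma, and the fasting-induced lipase gene *fil-1* rose with 0.66 (SE 0.12, adjusted p = 0.0275). *pck-1*, the gene of a phosphoenolpyruvate carboxykinase, rose with 0.40 (SE 0.09, adjusted p = 0.0474). Each was higher in 5 of 5 pairs. The calls lost when 1 replicate was left out were those of *lipl-3* (replicate 1 or 4, adjusted p up to 0.0807), *fil-1* (replicate 3, 4 or 5, adjusted p up to 0.114) and *pck-1* (replicate 1, 2, 3, 4 or 5, adjusted p up to 0.156), and without the replicate block *lipl-2* alone passed. Of 29 lipase genes, 4 were higher and 0 lower (4 and 0 adjusted over the list alone), with a mean of 0.26 (SE 0.06 over 5 pairs) and adjusted p = 0.00152 from camera and adjusted p = 0.31 with an estimated correlation. Their median was only 0.08, with 18 genes above 0 and 11 below, and the largest rise was 2.51, of *lipl-1*. Of 10 genes of the glyoxylate cycle, gluconeogenesis and trehalose synthesis, 2 were higher and 0 lower (5 and 1 adjusted over the list alone), with a mean of 0.28 (SE 0.06 over 5 pairs) and adjusted p = 0.012 from camera and adjusted p = 0.233 with an estimated correlation, and without the replicate block the camera adjusted p was 0.0755.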

We hypothesised that this was likely to be a result of short-term food deprivation associated with the reduced pharyngeal pumping, and hence feeding, which occurs following exposure of the DA1316 strain to IVM. In order to investigate this hypothesis further we compared our data to that of Van Gilst (2005) who identified 18 genes whose expression was significantly influenced by food withdrawal, using a quantitative real-time PCR screen of 97 candidate genes (**Figure 3**) [24]. The majority of the 18 genes identified by Van Gilst *et al.* as fasting response genes were similarly differentially expressed in microarray analysis of DA1316 exposed to IVM. This supports the hypothesis that the predominant response to IVM was secondary to its effect on the nematode pharynx. *cpt-4* was the only gene whose regulation was discordant, being up-regulated in response to IVM exposure and down- regulated in response to fasting. However, this gene is thought to encode a carnitine palmitoyl transferase, which would be expected to be up-regulated with increased fat catabolism.

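Of 9 fasting-induced genes, 4 rose at 1 µg/ml IVM, *gei-7* with a log2 fold change of 1.7 (SE 0.20, adjusted p = 0.00506) by a second probeset, *fat-3*, *acs-2* with 0.92 (SE 0.20, adjusted p = 0.0466) by a second probeset and *fat-4* with 0.46 (SE 0.10, adjusted p = 0.0454) in limma. The other 5 were *lbp-1* at 0.36 (SE 0.15), *acs-11* at 0.27 (SE 0.15), *fat-2* at 0.13 (SE 0.07), *cpt-3* at 0.05 (SE 0.10) and *hacd-1* at 0.00 (SE 0.09), with adjusted p of 0.286 to 0.995. Of 7 fasting-repressed genes with a probeset of their own, 4 fell, *fat-7*, *acdh-2* with -0.99 (SE 0.18, adjusted p = 0.0233), *acdh-1* with -0.84 (SE 0.16, adjusted p = 0.0286) and *ech-6* with -0.61 (SE 0.12, adjusted p = 0.036). The acyl-CoA oxidase gene F08A8.2 had -0.95 (SE 0.29, adjusted p = 0.139) and was lower in 5 of 5 pairs, and *lbp-8* had -0.19 (SE 0.08, adjusted p = 0.278), and neither passed. Replicate 2 had -2.56 for F08A8.2, and without it F08A8.2 was at -0.55 and passed (adjusted p = 0.0478). Of all 16 genes, 8 passed, each in the direction of fasting. F08A8.4 and *ech-1* of the 18 genes have no probeset under these names in the annotation used. Adjusted over the list alone, 4 induced genes were higher and 0 lower, and 0 repressed genes were higher and 6 lower. The mean was 0.55 (SE 0.09 over 5 pairs) for the induced genes, with adjusted p = 9.4e-06 from camera and adjusted p = 0.128 with an estimated correlation, and -0.65 (SE 0.06 over 5 pairs) for the repressed genes, with adjusted p = 3.37e-05 from camera and adjusted p = 0.119 with an estimated correlation. The calls lost when 1 replicate was left out were those of *acs-2* (replicate 1, 3, 4 or 5, adjusted p up to 0.124), *fat-4* (replicate 1, 2, 3, 4 or 5, adjusted p up to 0.162), *acdh-2* (replicate 1 or 4, adjusted p up to 0.106), *acdh-1* (replicate 4 or 5, adjusted p up to 0.119) and *ech-6* (replicate 2, 3, 4 or 5, adjusted p up to 0.145), and without the replicate block *gei-7* alone passed.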

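*cpt-4* had a log2 fold change of 0.23 (SE 0.19, adjusted p = 0.654) from limma after 4 hr at 1 µg/ml IVM. It was higher in 4 of 5 pairs and did not pass, and the difference was largest in replicate 3, at 1.14, against 0.09, -0.38, 0.24 and 0.04 in the other pairs. *cpt-3*, another carnitine palmitoyl transferase gene of Fig. 3, was higher in 2 of 5 pairs. From the shared direction of most fasting response genes, the paper proposes, as a hypothesis that they favour, that the predominant response to IVM followed from an effect of the drug on the pharynx. The paper also draws on the reduced pumping of DA1316 with IVM. By RT-QPCR it further reports a rise of *mtl-1*, *cyp-37B1* and *scl-2* with dose and after 4 hr without food.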

**Figure 3:**
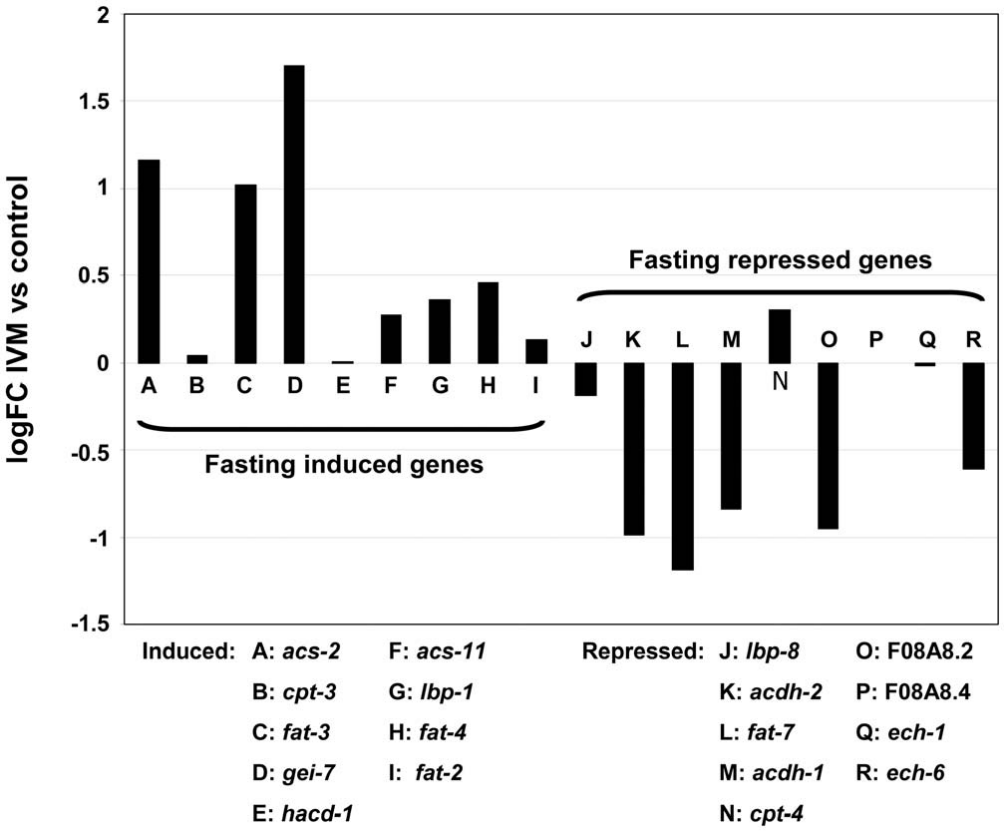
Differential expression of 18 fasting response genes*, in the 1 µg/ml (1.1 µM) IVM exposure microarray experiment. In general genes that were shown to be induced by fasting were also induced following exposure to IVM and fasting repressed genes were also repressed by IVM exposure. *Taken from van Gilst *et al.* 2005 [24].

### Real-time QPCR confirmation of microarray data

Genes which showed the greatest fold up-regulation following IVM exposure in the microarray experiments were further assessed using real- time QPCR. All of the genes examined that were proposed to be up-regulated by the microarray experiments were confirmed to be up-regulated by this technique (**Figure 4**). *sip-1*, *gst-1* and *HSF-1* are genes that have been associated general stress responses. These were included in the RT-QPCR analysis as negative controls and none showed any evidence of induction, supporting the earlier conclusion of a lack of a generalised stress response to IVM exposure. Expression of *cyp-35C1*, which we have shown to be up-regulated in response to albendazole exposure, was unchanged following IVM exposure [27]. In addition, *pgp-1*, an example of the p-glycoproteins that have been advocated to be responsive to chronic IVM exposure, showed no change in expression [35].

**Figure 4:**
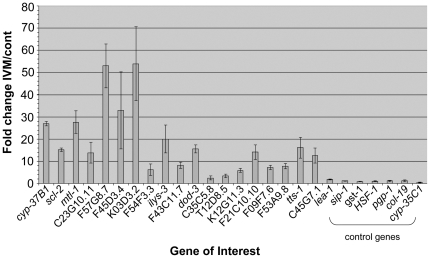
RTPCR assessment of gene expression following 4 hr exposure to IVM. Strain DA1316 was exposed to 1 µg/ml [1.1 µM] IVM (Virbamec) for 4 hr. Results are expressed as fold change relative to an unexposed control. Biological replicates were carried out in triplicate and the error bars represent the standard error. All genes proposed to be up-regulated by microarray were confirmed by RT-QPCR.

### *cyp-37B1*, *mtl-1* and *scl-2* represent novel genes involved in the response to food deprivation

*cyp-37B1*, *mtl-1* and *scl-2* were in the top four induced genes for both the 100 ng/ml (0.1 µM) and 1 µg/ml (1.1 µM) microarray experiments and their high level of induction was confirmed by RT-PCR. Additionally, both *cyp-37B1* and *mtl-1* have previously been shown to be responsive to exposure to other xenobiotics including clofibrate, β-naphthoflavone, PCB52, fluoranthene, progesterone and oestrogen [36]–[38]. Therefore, these genes were examined in more detail to characterize their response to both IVM exposure and food withdrawal.

First, the dose responsiveness of *cyp-37B1*, *scl-2* and *mtl-1* was examined to relate the effects to those seen on the pharyngeal paralysis phenotype (**Figure 5A**). All respond to IVM in a dose responsive manner, with significant changes occurring in gene expression at doses of IVM greater than 10 ng/ml (11.4 nM). This is consistent with the drug concentration at which IVM begins to affect the pharynx of DA1316 (**Figure 1**). The induction of expression of these three genes following nutritional deprivation (food removal) for 4 hr was examined and all were found to be up-regulated (**Figure 5B**). Furthermore, the level of induction was very similar to that produced by a 4 hr exposure to 1 µg/ml (1.1 µM) of IVM, a concentration that results in almost complete pharyngeal paralysis in DA1316. *cyp-35C1*, included as a negative control, shows no change in either of the conditions examined in the current study.

**Figure 5:**
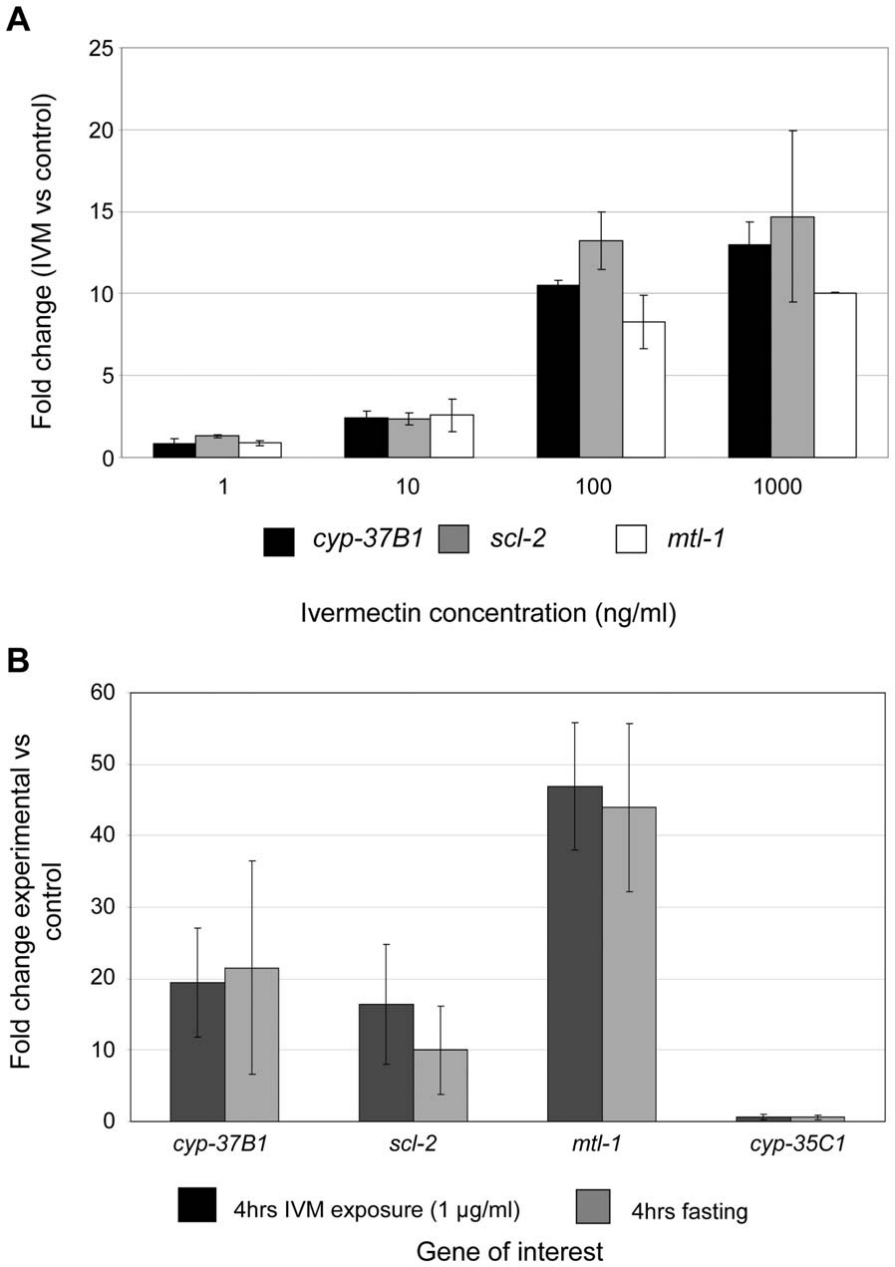
Up-regulation of *cyp-37B1*, *mtl-1* and *scl-2* in response to varying concentrations of IVM and fasting. **A.** Up-regulation of the genes of interest appears to occur in a dose-dependent manner. Biological replicates were carried out in duplicate and the error bars represent the standard error. **B.** There are no significant differences in the fold up-regulation of the genes investigated following exposure to 1 µg/ml (1.1 µM) IVM and 4 hr fasting. *cyp-35C1* (a gene transcriptionally induced by benzimidazole drug exposure [18]), included as a control, was unaffected by either treatment.

### IVM responsive genes are predominantly expressed in the intestine and hypodermis

The expression patterns of a number of the induced genes were investigated. GFP transgenes of *mtl-1*, *cyp-37B1* and *scl-2* and *ilys-3* showed GFP expression in the intestinal cells (**Figure 6**), which is an important site for fat storage [39]. Additionally, *mtl-1* showed expression in the terminal bulb of the pharynx (**Figure 6**), as has been reported previously [39], [41]. In addition to the intestinal cells, the transcriptional reporter for *cyp-37B1* showed expression in two cells in the tail region, which were assumed to be the phasmid neurons. These are proposed to be chemosensory neurons involved in avoidance of noxious chemical stimuli [42]. C23G10.11 was expressed in the hypodermal cells, which are also proposed to be a site of fat storage [43].

**Figure 6:**
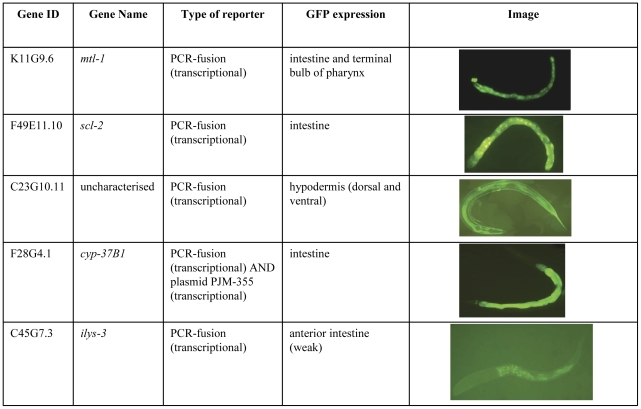
GFP expression patterns of IVM responsive genes. *mtl-1*, *scl-2*, *cyp-37B1* and *ilys-3* are expressed in the intestine and C23G10.11 is expressed in the hypodermal cells. These are both proposed sites of fat storage.

## Discussion

### The transcriptional response of *C. elegans* strain DA1316 exposed to IVM is dominated by genes associated with fat mobilization and fatty acid metabolism

The transcriptional response of the *C. elegans* strain DA1316 (*avr-14(ad1302*); *avr-15(vu227)*; *glc-1(pk54)*) to IVM appears to be dominated by genes associated with the consequences of food deprivation, such as changes to fatty acid metabolism, many of which are conserved in higher mammals. Comparative analysis of our results with those of Van Gilst *et al.* (2005), provide compelling evidence for this (**Figure 3**) [24]. Furthermore we have directly demonstrated that the three genes most consistently induced by IVM exposure in our experiments (*mtl-1*, *cyp-37B1* and *scl-2*) are in fact directly inducible by food withdrawal in the absence of the drug. This conclusion is supported by the phenotype of the DA1316 strain when exposed to IVM. Although this strain, which has null mutations in three glutamate-gate chloride channels (*avr-14, avr-15* and *glc-1*), is highly resistant to the paralytic effects of the drug on body wall muscle, we found it was still sensitive (albeit less than wild type) to IVM induced pharyngeal paralysis (**Figure 1**). At doses of IVM of 100 ng/ml (0.1 µM) reduced pharyngeal pumping was evident with almost complete paralysis at 1 µg/ml (1.1 µM) (**Figure 1**). Hence the major effect of IVM on the DA1316 worms is likely to be a reduction in food intake. It should be noted that, in contrast, Ardelli *et al.* (2009) reported that an *avr-14*, *avr-15* and *glc-1* triple mutant showed no reduction in pharyngeal activity following 2.5 hr exposure to IVM at concentrations of up to 5 µM [44]. It may be that the longer period of exposure, 4 hr in the current study compared to 2.5 hr in that of Ardelli *et al.*, explains these differences.

We did not specifically investigate the effects of IVM-induced reduction of pharyngeal pumping rate on worm development and growth. However, it is interesting to note that DA1316 larvae grown on NGM containing IVM took longer to reach adulthood compared with those grown on drug-free plates; even at IVM doses as low as 11.4 nM (data not shown). At present, the extent to which the transcriptional response described here leads to metabolic changes that functionally compensate for reduced feed intake is not clear, and this will be an interesting area of future investigation.

These results also provide an interesting example of the care that needs to be taken when interpreting the transcriptional responses to drug exposure. At first sight some of the induced genes could be interpreted as being part of a specific xenobiotic response to IVM exposure, and perhaps represent candidate enzymes that may metabolize the drug. The cytochrome P450 gene *cyp-37B1* might be taken to be such a candidate. However, cytochromes P450 have roles in many constitutive biological processes in addition to drug metabolism, and in this case our results are more likely to implicate this enzyme in endogenous fatty acid metabolism rather than xenobiotic metabolism.

### Identification of novel genes induced in an early response to food deprivation

*C. elegans* has been established in the literature as a model for the investigation of fat metabolism and obesity [20], [21]. Whilst there is a huge amount of information regarding the medium and long term effects of food withdrawal on *C. elegans* and the induction of the dauer stage, little is known about the response of the worm to the earliest effects of food withdrawal. The identification of genes that are induced by short-term food deprivation was an unanticipated result of this study that is nevertheless potentially important. We have confirmed three of the genes (*mtl-1*, *cyp-37B1* and *scl-2*) induced by IVM exposure are truly induced by food withdrawal. Many of the other induced genes, most of which have not been ascribed a functional annotation, are likely to also be novel early fasting response/fat metabolism genes. An investigation of this and their role in these processes will be an interesting area of future study and may be relevant to fat mobilization and the molecular response to food deprivation in mammals.

*mtl-1*, *cyp-37B1* and *scl-2* have not been previously implicated in fasting responses or fat metabolism in *C. elegans* and so it is interesting to speculate on their roles in these processes. *mtl-1* is a metallothionein gene, which is inducible in response to heavy metal intoxication and stress adaptation [40]. Both rat and mouse *mtl* genes have been shown to be induced following fasting and may act as an antioxidant in the mouse [45]–[47]. However, metallothioneins have also been proposed to be involved in zinc signalling pathways within mammalian cells [48]. The *C. elegans mtl-1* gene is significantly divergent from the mammalian genes. In fact, *Ce-mtl-1* is the largest known metallothionein gene thus far investigated and therefore the function of MTL-1 may also be divergent in this species [40]. Interestingly, *mtl-1* has been noted to be up-regulated in response to several xenobiotics including progesterone, clofibrate and β-naphthoflavone and was also up-regulated in nematodes grown in axenic culture [36], [38], [49]. The phenotype of worms exposed to these xenobiotics was not reported in the literature. However, it seems likely that induction of *mtl-1* occurs under many different circumstances and may represent part of a common signalling pathway rather than an effector protein in the response to xenobiotic intoxication or food withdrawal.

The *mtl-1* transcriptional GFP reporter construct showed constitutive expression in the intestine. Previous reported studies have suggested that whilst *mtl-1* can be induced in the gut, constitutive expression is only found in the posterior bulb of the pharynx [41]. This would also suggest that *mtl-1* expression is higher in strain DA1316 than wild-type worms. The reason for this may be due to a level of pharyngeal dysfunction noted in glutamate-gated chloride channel subunit mutants, also noted in the slightly lower resting pharyngeal pumping rate of this strain (**Figure 1**) [10]. Hypothetically, this could result in slightly decreased food intake and a chronic up-regulation of the pathways involved in this response.

There have been no citations for *scl-2* in the literature and its function remains largely unknown. However, the gene encodes a sterol carrier-like protein domain and may potentially be involved in the transport of steroid hormones or lipid breakdown products. Up-regulation of a gene involved in such processes during food deprivation would be expected. Expression of *scl-2* appears to be confined to the intestinal cells at all stages. The intestinal cells represent a major site of fat storage in the nematodes [39]. Therefore, the localised expression of *scl-2* in the intestine makes it ideally placed for involvement in fat mobilization.

*cyp-37B1* represents a cytochrome P450 gene which encodes a CYP4/CYP19/CYP26 domain. Again, this gene has been shown to be up-regulated in response to other xenobiotics, but the phenotype of the exposed worms was not reported [36]–[38]. BLASTp analysis reveals that isoform 1 of CYP4V2 is a homologue of *C. elegans* CYP37B1 in the *Homo sapiens* genome (BLAST E-value 7.9×10^−98^, 90.6% length). Mutations of the gene encoding CYP4V2 have been associated with Bietti Crystalline Corneoretinal Dystrophy and the protein has recently been characterised as a fatty acid {omega}-hydroxylase [50], [51]. *cyp-37B1(RNAi)* suggests that this gene may have limited hydroxylase activity against eicosapentaenoic acid in *C. elegans* [52]. Therefore, it is possible that this cytochrome P450 is also involved in fat mobilisation in response to food deprivation. The expression of this gene in the intestine of the nematodes corroborates this hypothesis. However, there was also expression in the phasmid neurons, which may suggest involvement in chemosensation. Certainly, *C. elegans* appear to be able to sense IVM in their environment. Both wild-type (N2) and DA1316 animals will attempt to migrate off IVM containing NGM plates at concentrations of drug not high enough to cause immediate paralysis (data not shown).

Our initial hypothesis, that exposure of *C. elegans* to IVM would result in the up-regulation of xenobiotic metabolising enzymes, has been largely disproved in the current study. However, the pharyngeal dysfunction and associated decreased food intake caused by IVM, even in a highly resistant strain such as DA1316, has resulted in the identification of genes not previously implicated in food deprivation. Further investigation into the function of these genes should provide insight into the molecular pathways involved in reduced food intake, fasting and fat mobilization, both in nematodes and in higher species. Additionally, the recognition that IVM still induces a degree of pharyngeal paralysis in a mutant carrying null mutations in three glutamate-gated chloride channel subunits (avr-14, avr-15 and glc-1) suggests the existence of additional targets of the drug that are involved in nematode pharyngeal function.

## Supporting Information

Table S1 **Primer sets for real-time QPCR and GFP-fusion constructs.**
(XLS)

Table S2 **Complete list of genes with significant changes in expression following IVM exposure.** Log fold change in expression of all genes with a false discovery rate of less than 5% in both the 100 ng/ml (0.1 µM) and 1 µg/ml (1.1 µM) IVM experiments are listed.
(XLS)

Table S3 **Ontology terms associated with up-regulated genes in response to exposure of DA1316 to 1 µg/ml (1.1 µM) IVM for 4 hr.**
(XLSX)

Table S4 **Ontology terms associated with down-regulated genes in response to exposure of DA1316 to 1 µg/ml (1.1 µM) IVM for 4 hr.**
(XLSX)

Table S5 **Log fold change in expression of “classic” stress response genes following IVM exposure (1 µg/ml, 1.1 µM).**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

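RNA from DA1316 worms was measured on 20 Affymetrix GeneChip arrays, 5 with IVM and 5 controls with DMSO alone at each of 2 doses, with 4 hr of exposure. The arrays were assigned by the titles, source names and exposure labels of the samples, which match the methods of the paper, while the description text of the same samples names a higher share of DMSO on all 20 and also ABZ, taken to be the drug albendazole, on 7 of the 100 ng/ml experiment, which are IVM arrays 1 to 3 and control arrays 2 to 5. That text was not used, since it does not follow the other labels, and the conflict is not resolved. The deposited series table holds probeset intensities that the authors made with RMA and left as log2 values. For tests they name limma for the linear model and Rank Products to assign significance, and no version of these tools is given. The values run from 2.74 to 14.2, with no missing value, and the array medians lie close together, so they were used as they are. The table holds 20575 probesets, of which 12 spike-in controls were left out and 20563 tested, with no filter on intensity. No detection calls or background values are part of the table, and each dose has 5 pairs.

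Log2 fold changes, IVM minus control, were fitted in limma 3.58.1 (R 4.3.3) for each dose on its own 10 arrays, with the replicate number as a block, and p values were adjusted by the Benjamini-Hochberg method over all 20563 probesets. The pairing comes from the methods of the paper, in which the worm suspension of each replicate was split between IVM and control plates, and from the replicate numbers of the deposited labels. As a check, array profiles were correlated after the mean of each condition was taken off, and arrays with the same number had r of 0.499 to 0.884 at 1 µg/ml and of 0.553 to 0.883 at 100 ng/ml, while replicate 3 at 1 µg/ml (0.499 against 0.673) and the IVM array of replicate 5 at 100 ng/ml (0.729 against 0.815) were closer to a control array of another number. The change at 1 µg/ml was set against that at 100 ng/ml as a contrast over 20 arrays with 10 blocks, with 8 residual degrees of freedom. The error given with a log2 fold change is the moderated standard error from limma.

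Rank Products, which the paper used to call genes, was written in numpy 2.4.6 with 100 permutations, unpaired and on the pair differences, since the paper does not state its pairing. Its percentage of false positives is given as a fraction. Tables were handled with pandas 2.3.3, Fisher's exact tests and correlations run in scipy 1.17.1 under Python 3.11.15, and plots drawn with matplotlib 3.10.9.

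The annotation of the platform assigns 19181 probesets to 1 gene, 803 to several genes and 579 to none, and 19122 of those of 1 gene have it in the RefSeq gene table of assembly WBcel235. Gene lists were tested with camera at its preset inter-gene correlation of 0.01 and also with an estimated correlation. There were 38 lists, on fasting, DAF-16, SKN-1, stress and chaperones, lipid and sugar metabolism, enzymes and transporters of xenobiotics, lysozymes, antimicrobial peptides, autophagy, transthyretin-related genes, metal response, the propionate shunt, the methionine and folate cycle, collagens, moulting, sperm, oocytes, germline, intestine, muscle, pharynx, neurons, ribosomes and glutamate-gated chloride channels.

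Genes named in the text are those that the paper names, the 10 largest rises and falls at each dose, up to 4 members of each list with the smallest p, and up to 5 probesets per direction for the contrast of doses. The largest rises and falls were taken among probesets with an adjusted p under 0.05 and the same sign in all 5 pairs. This rule, the lists, the fits, the list tests and the alternatives were set before the data were examined, although the values printed in the paper's tables had been seen. Chosen after the result was seen were 3 Rank Products settings that leave out 1 replicate, the tests of tissue shares, of exposure at the higher dose and of the slope at 100 ng/ml, and the grouping of splits by the pairs they part. The alternatives were a fit without the replicate block, all 20 arrays in a single fit, quantile normalization again, arrays centred on their medians, only probesets above the median mean, eBayes with trend and robust, array quality weights, an adjusted p under 0.10, each replicate left out in turn and Rank Products, and for lists the estimated correlation and the mean of all probesets of a gene.

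The fits were tested on simulated data with 200 changed probesets. At 1 µg/ml, 45.6%, 85.9% and 100% of probesets with log2 changes of 0.5, 1 and 2 were called, and 6.32% of the called were unchanged. At 100 ng/ml the shares were 40%, 91.9% and 98.5%, with 6.43% unchanged among the called, and for the contrast of doses 20.3%, 83.1% and 100%, with 3.73% unchanged. Each simulated change was given equally to all 5 pairs, whereas in the real data replicate 4 at 100 ng/ml ran against the other pairs. The shares for 100 ng/ml and for the contrast therefore do not carry over to the genes that responded. Unpaired Rank Products had 1.5% unchanged among its calls where all probesets had the same spread and 61.8% where each had its own. To see what chance gives, the same fits were run on 100 of the 126 ways to split 10 arrays into 5 and 5, the real one included, and on the 16 splits that part all pairs.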

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

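The tests of a larger share of tissues and of exposure at the higher dose were chosen after the result was seen.

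In the 100 ng/ml experiment, the pair of replicate 4 stood apart from the other 4 pairs for *scl-2* (-2.47), *cyp-37B1* (-2.01), F21C10.10 (-1.63), *sodh-1* (-1.73), F54F3.3 (-2.51), *folt-2* (1.39), C35A5.3 (0.75) and *ugt-63* (1.56), as log2 differences with signs opposite to those of the other pairs. Of 86 groups of 5 tested, 12 had a value far from the others, 8 of them in this pair, where chance gives such a value in about 1 in 20 groups. Over the probesets called at 1 µg/ml, taken with their sign, the array labelled IVM had a mean of -1.43 against -0.45 to -0.32 in the other IVM arrays, and the array labelled control -0.52 against -1.46 to -1.16 in the other controls, so that the control exceeded the IVM array by 0.91, as 2 exchanged labels would give. A food shortage on the control plates alone is argued against, since the array labelled IVM lay 0.98 below the lowest other IVM array (a difference of -0.98). Over the same probesets, the pair had r of -0.89 with the mean of the other pairs before and after quantile normalization again. That step hardly changed the RMA values, so it cannot decide on normalization. An exchange of the 2 arrays or of their cultures may therefore explain the pair, which the RT-QPCR of the paper on other cultures cannot settle, and no other biological explanation was tested.

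Markers of neurons (mean log2 fold change 0.22), pharynx (0.28) and body wall muscle (0.22), which the paper does not analyse, passed camera at its preset correlation at 1 µg/ml and not with an estimated correlation (adjusted p = 0.305, 0.275 and 0.222), and 1 of 14, 1 of 11 and 0 of 9 genes passed in limma (3209 probesets at an unadjusted p under 0.05). The mean over the 34 genes was 0.24, with pair means of 0.08 to 0.39, and after quantile normalization again or centring of the arrays it was at least 0.23. Since the array medians already lay close together, these steps changed little and cannot decide on normalization. A larger share of RNA from these tissues could not be decided, since 33 markers of germline, oocytes and intestine had a median of -0.073 (SE 0.094), below 0 in 4 of 5 pairs. Exposure at the higher dose remains open, with a mean over the 3 lists together above 0 in 5 of 5 pairs, although in replicate 3 pharynx (-0.07) and neuron markers (-0.01) were below 0 and body wall muscle markers (0.41) alone above it, and may act with or without a change in tissue shares. At 100 ng/ml the mean was 0.02 (0.03 without replicate 4), and the difference between doses was not tested.

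The arrays of replicate 2 at 1 µg/ml had mean correlations with all other arrays of that experiment, IVM and control together, of 0.928 (IVM) and 0.932 (control). These lay far below those of the other 4 arrays of each group, and both come from the same replicate. *fat-2* had a log2 difference of -0.31 in replicate 5 at 100 ng/ml, and F08A8.2 of -2.56 in replicate 2 at 1 µg/ml, each far from the other 4 pairs.

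The antimicrobial peptide gene *cnc-4* differed between doses, by 1.45 on the log2 scale (SE 0.16, adjusted p = 0.0119 from limma), with 1.47 at 1 µg/ml and 0.02 at 100 ng/ml. It was the sole call of 20563 probesets, and 0 were called without replicate 1, 3 or 5 at 100 ng/ml or replicate 5 at 1 µg/ml, and 0 without the replicate block (203 at an unadjusted p under 0.05, against 1397 with it). Without replicate 2 at 1 µg/ml 3 were called, without replicate 3 at 1 µg/ml 4, and without replicate 4 at 100 ng/ml *cnc-4* had an adjusted p of 0.0456.

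Among lists the paper does not analyse, mean log2 fold changes at 1 µg/ml were 0.28 for autophagy, 0.30 for transthyretin-related genes, -0.39 for the methionine and folate cycle, -0.62 for the propionate shunt, 0.23 for antimicrobial peptides of the epidermis and -0.21 for moulting, each past camera at its preset correlation. With an estimated correlation none passed (adjusted p = 0.271, 0.398, 0.222, 0.128, 0.474 and 0.57 in that order), and the call of antimicrobial peptides was also lost without replicate 5 (adjusted p = 0.14) and that of moulting without replicate 2 or 5 (adjusted p = 0.208 and 0.124) or without the replicate block (adjusted p = 0.253). Of the 5 propionate shunt genes, *acdh-1* and *ech-6* are also fasting-repressed genes of Fig. 3, so that list is not separate from the fasting result.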

How the results depend on the processing

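None of the tests in this part was chosen after the result was seen, apart from Rank Products with 1 replicate left out. Of 262 named probesets at 1 µg/ml, 117 passed, and under the other limma settings none reversed, with 221 of them tested where only probesets above the median mean were kept. The number past the threshold was 28 without the replicate block, 62 without replicate 1, 108 without replicate 2, 105 without replicate 3, 59 without replicate 4 and 98 without replicate 5, and at 100 ng/ml it was 0 (895 probesets at an unadjusted p under 0.05 in limma) and 69 without replicate 4. Of all probesets at 1 µg/ml, 715 were called, and 64 without the replicate block, 1234 at an adjusted p under 0.10, 297 by unpaired Rank Products, 227 calls (137 up and 90 down) on 226 probesets by unpaired Rank Products without replicate 1, and 205 (without replicate 1) to 707 (without replicate 3) with 1 replicate left out. At 100 ng/ml the count was 0 in limma, 45 by unpaired Rank Products, 203 by Rank Products on pair differences, 102 without replicate 4 and 10 without replicate 5 by unpaired Rank Products, and 0 (without replicate 1) to 313 (without replicate 4) in limma with 1 left out. Between doses it was 1, with 0 without the replicate block, 3 with array quality weights, and 0 (without 100 ng/ml replicate 1) to 4 (without 1 µg/ml replicate 3). Of 38 lists, 19 passed camera at 1 µg/ml and 12 at 100 ng/ml, and 0 at either dose with an estimated inter-gene correlation; with 1 replicate left out 7 (replicate 3) to 13 (replicate 2) passed at 100 ng/ml. Major sperm proteins at 1 µg/ml had a mean of -0.06 (adjusted p = 0.482), which reversed to 0.14 without replicate 2 (adjusted p = 0.00141) and was -0.19 without replicate 4. The cause was not tested. The deposited values carry no background measure, so the limits set by signal over background were not tested.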

Differences from the paper's values

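Rank Products with 1 replicate left out was chosen after the result was seen. For counts, the paper's threshold is a false discovery rate by Rank Products and the threshold here is an adjusted p from limma.

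At 100 ng/ml, the paper gives 12 probesets up and 3 down at 5%, and limma called 0 up and 0 down over all 5 pairs (895 at an unadjusted p under 0.05). The sample groups may differ, since the fold changes of Table S2 at this dose are means over replicates 1 to 4, over which limma also called 0 and 0 (700 at an unadjusted p under 0.05). Both unadjusted counts are below 5% of all probesets, the share that chance alone would give. Both sets include replicate 4, and without it 2535 probesets were at an unadjusted p under 0.05 in limma. No alternative set before the data were examined came within 1.5 times of the paper's counts: unpaired Rank Products gave 40 up and 5 down, Rank Products on pair differences 122 and 81, 201 and 112 by limma without replicate 4, and the other alternatives 0 and 0. Unpaired Rank Products without replicate 5, chosen after seeing the values, gave 10 up and 0 down, which are all 10 probesets of Table 1 at this dose and none of the 3 down, and at under 10% 11 up and 3 down, the 3 being *pho-13*, *folt-2* and *fat-7*, where the methods of the paper state a range of 5 to 10%. Without replicate 4, also chosen then, it gave 80 and 22 at 5%.

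At 1 µg/ml, the paper's count of probesets changed at FDR under 5% is 369, and limma called 715, with 297 by unpaired Rank Products the sole alternative within 1.5 times. The paper's 216 up stand against 434, with 145 without replicate 1, 151 without replicate 4 and 175 by unpaired Rank Products within that range, and its 153 down against 281, with 197 without replicate 3 and 122 by unpaired Rank Products within it. At 10%, the paper's 254 genes up stand against 701 probesets, with 334 without replicate 1, 288 without replicate 4 and 242 by unpaired Rank Products within the range, and its 186 down against 533, with 191, 198 and 172 in the same order. Unpaired Rank Products without replicate 1, chosen after seeing the values, gave 182 up and 139 down at 10%, also within it. All other alternatives lay outside for these counts.

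The paper lists *vit-1*, *vit-3* and *vit-4* as lower, and their adjusted p here were 0.101, 0.174 and 0.281, where unpaired Rank Products passes *vit-1* at 5% and *vit-3* at 10%. It states *cpt-4* as the sole discordant gene, up with the drug, which here had 0.23 with an adjusted p of 0.654. It names *hsp-16.1*, *ugt-46* and *asah-1*, which here passed at 10% and not at 5%, with *hsp-16.1* past 5% in unpaired Rank Products. For *ugt-46* and *asah-1* the paper's own bound was 10%, that of its ontology lists, so the limma calls at 10% do not differ from it. The values of Table S5, which lists *hsp-16.1*, are means over replicates 2 to 5, where *hsp-16.1* had -1.08 with an adjusted p of 0.0688 from limma, against -0.88 over all 5 pairs. The paper ranks *mtl-1*, T22F3.11, *scl-2* and *cyp-37B1* highest at 100 ng/ml, which holds over replicates 1 to 4, while over all 5 pairs C23G10.11 ranks after *mtl-1* and *cyp-37B1* is in place 6. In Table S2, 6 of 21 values at 100 ng/ml stand beside another probeset than the one whose mean they equal, and 3 of 9 false discovery rates in Table S5 are above 1. Of 483 named probesets of Table S2 at 1 µg/ml, 374 were called by limma, 414 by unpaired Rank Products at 10%, and 483 had the sign of the table.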

Other observations

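The test of the slope at 100 ng/ml and the grouping of splits by the number of pairs they part were chosen after the result was seen.

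Some genes of autophagy rose at 1 µg/ml IVM, among them the cargo receptor gene *sqst-1* with a log2 fold change of 0.94 (SE 0.13, adjusted p = 0.00878), *atg-16.2* with 0.96 (SE 0.14, adjusted p = 0.00954), the ubiquitin-like *lgg-1* with 0.73 (SE 0.12, adjusted p = 0.0146) and *atg-18* with 0.53 (SE 0.09, adjusted p = 0.0195) in limma, and of 27 there were 6 higher and 0 lower (9 and 0 adjusted over the list alone), mean 0.28 (SE 0.08 over 5 pairs), adjusted p = 5.11e-07 from camera and adjusted p = 0.271 with an estimated correlation. Of 40 transthyretin-related genes, which encode secreted proteins, there were 8 higher and 0 lower (9 and 2 adjusted over the list alone), mean 0.30 (SE 0.12 over 5 pairs), adjusted p = 8.13e-06 from camera and adjusted p = 0.398 with an estimated correlation, with *ttr-17* at 1.55 (SE 0.16, adjusted p = 0.00259), *ttr-23* at 1.90 (SE 0.22, adjusted p = 0.00405), *ttr-44* at 1.45 (SE 0.20, adjusted p = 0.00769) and *ttr-27* at 0.83 (SE 0.12, adjusted p = 0.00954). Of these 8 genes the calls lost when 1 replicate was left out were those of *sqst-1* (replicate 1, adjusted p up to 0.0502), *atg-16.2* (replicate 4, adjusted p up to 0.052), *lgg-1* (replicate 1 or 4, adjusted p up to 0.0773), *atg-18* (replicate 1 or 4, adjusted p up to 0.0726) and *ttr-27* (replicate 1 or 4, adjusted p up to 0.0545), and without the replicate block *ttr-23* and *ttr-44* passed.

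Genes that break down propionate fell, such as *hphd-1* with -0.93 (SE 0.14, adjusted p = 0.0106) and *hach-1* with -0.66 (SE 0.11, adjusted p = 0.0198), and of 5 there were 0 higher and 4 lower (0 and 4 adjusted over the list alone), mean -0.62 (SE 0.10 over 5 pairs), adjusted p = 3.55e-05 from camera and adjusted p = 0.128 with an estimated correlation. Of the 4 lower, 2 are also fasting-repressed genes of Fig. 3. In the methionine and folate cycle *sams-1* fell with -0.89 (SE 0.14, adjusted p = 0.013) and *pmt-1* rose with 0.68 (SE 0.12, adjusted p = 0.0238), and of 13 genes there were 1 higher and 2 lower (2 and 6 adjusted over the list alone), mean -0.39 (SE 0.06 over 5 pairs), adjusted p = 0.00155 from camera and adjusted p = 0.222 with an estimated correlation. The peptide genes *nlp-28* and *nlp-29* rose with 1.12 (SE 0.20, adjusted p = 0.0219) and 0.96 (SE 0.20, adjusted p = 0.0379), and of 15 antimicrobial peptide genes there were 3 higher and 0 lower (6 and 1 adjusted over the list alone), mean 0.23 (SE 0.09 over 5 pairs), adjusted p = 0.0264 from camera and adjusted p = 0.474 with an estimated correlation, not past camera without replicate 5 (adjusted p = 0.14). The intestinal genes *act-5*, *nhx-2* and *opt-2* fell with -1.11 (SE 0.21, adjusted p = 0.0253), -0.97 (SE 0.15, adjusted p = 0.011) and -0.71 (SE 0.12, adjusted p = 0.0196), and of 10 intestine markers there were 0 higher and 3 lower (3 and 3 adjusted over the list alone), mean -0.17 (SE 0.03 over 5 pairs), adjusted p = 0.842 from camera and adjusted p = 0.915 with an estimated correlation, with a median of 0.01 of the other sign. The neuropeptide processing gene *egl-21* rose with 0.58 (SE 0.09, adjusted p = 0.0108), the muscle gene *mlc-3* with 0.36 (SE 0.08, adjusted p = 0.0446) and the channel gene *glc-1*, mutated in DA1316, with 0.78 (SE 0.14, adjusted p = 0.0195). Of these 12 genes, *nhx-2* passed whichever replicate was left out, the calls lost were those of *hphd-1* (replicate 4, adjusted p up to 0.0528), *hach-1* (replicate 1, 4 or 5, adjusted p up to 0.0942), *sams-1* (replicate 1, adjusted p up to 0.0672), *pmt-1* (replicate 4, adjusted p up to 0.109), *nlp-28* (replicate 1, 4 or 5, adjusted p up to 0.0878), *nlp-29* (replicate 1, 2, 4 or 5, adjusted p up to 0.145), *act-5* (replicate 1, 3 or 4, adjusted p up to 0.0692), *opt-2* (replicate 1, adjusted p up to 0.0636), *egl-21* (replicate 4, adjusted p up to 0.0614), *mlc-3* (replicate 1, 2, 3, 4 or 5, adjusted p up to 0.172) and *glc-1* (replicate 1 or 4, adjusted p up to 0.0922), and 0 passed in limma without the replicate block.

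Of the other lists at 1 µg/ml, 9 body wall muscle markers had 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean 0.22 (SE 0.06 over 5 pairs), adjusted p = 0.000187 from camera and adjusted p = 0.222 with an estimated correlation, not past camera without the replicate block (adjusted p = 0.101). For 11 pharynx markers there were 1 higher and 0 lower (4 and 0 adjusted over the list alone), mean 0.28 (SE 0.11 over 5 pairs), adjusted p = 8.31e-05 from camera and adjusted p = 0.275 with an estimated correlation, and for 14 neuron markers 1 higher and 0 lower (3 and 0 adjusted over the list alone), mean 0.22 (SE 0.06 over 5 pairs), adjusted p = 0.000129 from camera and adjusted p = 0.305 with an estimated correlation. For 14 moulting genes there were 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean -0.21 (SE 0.14 over 5 pairs), adjusted p = 0.0294 from camera and adjusted p = 0.57 with an estimated correlation, not past without replicate 2 or 5 (adjusted p = 0.208 and 0.124) or the block (adjusted p = 0.253). For 6 metal response genes there were 1 higher and 0 lower (1 and 1 adjusted over the list alone), mean 0.80 (SE 0.07 over 5 pairs), adjusted p = 0.0977 from camera and adjusted p = 0.31 with an estimated correlation, and for 5 glutamate-gated chloride channel genes 1 higher and 0 lower (1 and 0 adjusted over the list alone), mean 0.15 (SE 0.07 over 5 pairs), adjusted p = 0.276 from camera and adjusted p = 0.601 with an estimated correlation. The mean of the metal response genes rests on *mtl-1* at 4.99, and their median was 0.13. Collagens (128 genes) had 1 higher and 0 lower (0 and 0 adjusted over the list alone), mean 0.00 (SE 0.09 over 5 pairs), adjusted p = 0.825 from camera and adjusted p = 0.947 with an estimated correlation, with a median of -0.02 of the other sign, and passed without replicate 3 (adjusted p = 0.0015). Major sperm proteins (23) had 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean -0.06 (SE 0.22 over 5 pairs), adjusted p = 0.482 from camera and adjusted p = 0.915 with an estimated correlation, oocyte and eggshell genes (13) 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean -0.08 (SE 0.17 over 5 pairs), adjusted p = 0.506 from camera and adjusted p = 0.915 with an estimated correlation, past without replicate 3 (adjusted p = 0.00475), germline and meiosis genes (10) 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean -0.08 (SE 0.08 over 5 pairs), adjusted p = 0.437 from camera and adjusted p = 0.738 with an estimated correlation, and ribosomal proteins (60) 0 higher and 0 lower (0 and 0 adjusted over the list alone), mean 0.01 (SE 0.01 over 5 pairs), adjusted p = 0.623 from camera and adjusted p = 0.881 with an estimated correlation. Sperm genes also passed without replicate 4 (adjusted p = 0.00821).

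At 1 µg/ml, 1 of 100 splits of the 10 arrays called as many probesets as the real 715, which was the real one, and the highest other called 1. Of these 100, 25 part 1 pair and 63 part 3, so that their contrasts rest on fewer pairs than the real one, and the 16 splits that part all 5 pairs (highest other 0) are too few for a share under 0.05. For the contrast of doses 1 of 100 splits of the 10 pairs called as many as the real 1, with 0 at most in the others, and since that 1 call is lost with some single replicates left out, nothing is drawn from it. At 100 ng/ml the real count was 0 (895 at an unadjusted p under 0.05 in limma, fewer than the 5% that chance gives but 2535 without replicate 4, and 45 by unpaired Rank Products). So 100 of 100 splits reach it whatever the data, which says nothing about chance. The highest other split there called 650 and is the one that exchanges the labels of replicate 4, which points to a structure of the samples. For lists, 6 of 100 splits passed as many as the real 19 at 1 µg/ml (highest other 21) and 31 of 100 as many as the real 12 at 100 ng/ml (highest other 16), so chance cannot be excluded for either count, and among the 16 splits that part all pairs it was 3 (highest other 21) and 6 (highest other 15).

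The fold changes at 100 ng/ml may be a smaller version of those at 1 µg/ml. Over the 715 probesets called at 1 µg/ml, the slopes of single pairs at 100 ng/ml on the fold changes at 1 µg/ml were 0.67, 0.65, 0.55 and 0.51 in replicates 1, 2, 3 and 5, all above 0 and below 1, and -0.55 in replicate 4. The probesets were chosen at 1 µg/ml, which can lower such slopes.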
